# Transcriptome Dynamics and Potential Roles of *Sox6* in the Postnatal Heart

**DOI:** 10.1371/journal.pone.0166574

**Published:** 2016-11-10

**Authors:** Chung-Il An, Yasunori Ichihashi, Jie Peng, Neelima R. Sinha, Nobuko Hagiwara

## Abstract

The postnatal heart undergoes highly coordinated developmental processes culminating in the complex physiologic properties of the adult heart. The molecular mechanisms of postnatal heart development remain largely unexplored despite their important clinical implications. To gain an integrated view of the dynamic changes in gene expression during postnatal heart development at the organ level, time-series transcriptome analyses of the postnatal hearts of neonatal through adult mice (P1, P7, P14, P30, and P60) were performed using a newly developed bioinformatics pipeline. We identified functional gene clusters by principal component analysis with self-organizing map clustering which revealed organized, discrete gene expression patterns corresponding to biological functions associated with the neonatal, juvenile and adult stages of postnatal heart development. Using weighted gene co-expression network analysis with bootstrap inference for each of these functional gene clusters, highly robust hub genes were identified which likely play key roles in regulating expression of co-expressed, functionally linked genes. Additionally, motivated by the role of the transcription factor Sox6 in the functional maturation of skeletal muscle, the role of Sox6 in the postnatal maturation of cardiac muscle was investigated. Differentially expressed transcriptome analyses between Sox6 knockout (KO) and control hearts uncovered significant upregulation of genes involved in cell proliferation at postnatal day 7 (P7) in the Sox6 KO heart. This result was validated by detecting mitotically active cells in the P7 Sox6 KO heart. The current report provides a framework for the complex molecular processes of postnatal heart development, thus enabling systematic dissection of the developmental regression observed in the stressed and failing adult heart.

## Introduction

Our understanding of mammalian embryonic/fetal heart development has significantly advanced in recent years [1–3]. By contrast, postnatal development and functional maturation of the heart has remained less investigated. Except for an increase in size and heart rate [4], changes in the postnatal heart appear less dramatic compared to the significant morphological transformations of the embryonic heart [1]. However, at the physiological and cellular levels, the heart undergoes significant changes after birth, including a shift in the mode of cardiomyocyte growth from hyperplasia to hypertrophy with multinucleation and polyploidization [5–7], a shift in energy source and accompanying changes in metabolic enzymes (from glycolysis to fatty acid oxidation) [8], isoform switching by alternative splicing (e.g. *Mef2c*) [9, 10], and an increase in coronary vasculature and capillary growth [11]. These observations clearly demonstrate that the seemingly static postnatal heart is actually undergoing coordinated and systematic changes to gain functional maturation. Importantly, the failing adult heart exhibits derailment from the coordinated functional adaptation attained by the postnatal heart by re-expressing fetal isoforms of contractile proteins in diseased adult heart [12, 13] and shifting back to glycolysis from fatty acid oxidation [8]. Therefore, uncovering how fetal type genes are suppressed in the early postnatal heart should provide valuable information on the molecular mechanisms that characterize failing adult hearts.

To begin to investigate how fetal genes are suppressed, we have analyzed the role of Sox6 in postnatal heart development. Sox6 is a member of the evolutionarily conserved Sox (SRY-box) transcription factor family functioning as a transcriptional activator or repressor in various cell types [14–17]. We have previously reported that the systemic loss of a functional Sox6 protein in mice resulted in progressive atrioventricular heart block and ultrastructural changes in both cardiac and skeletal muscle, leading to death within two weeks after birth [18]. These observations suggest that Sox6 plays an important role in functional maturation and maintenance of both cardiac and skeletal muscle. In the skeletal muscle of mice and zebra fish, Sox6 has been shown to play a critical role in fiber type specification of skeletal muscle as a transcriptional suppressor of slow fiber-specific genes [19–22]. Previously, we have generated Sox6^loxp/loxp^; MCK-Cre mice in which Sox6 is knocked out specifically in both skeletal muscle and heart. These mice showed a significant increase in slow fibers in skeletal muscle, but were viable [19] in contrast to the Sox6 null mice which showed an early postnatal lethal phenotype [18]. Recently, it has been demonstrated that Sox6 regulates cardiomyocyte proliferation and differentiation during cardiac development [23–25]. Taken together, these observations suggest that although Sox6 expression in muscle is not essential for survival, Sox6 regulates functional maturation of muscle, fiber type differentiation of skeletal muscle and possibly postnatal differentiation of cardiac muscle.

Previously, reports of transcriptomic analyses in postnatal heart as well as injury-induced cardiomyocyte regeneration highlighted complexity of gene expression and identified potential regulators of cardiomyocyte cell cycle [26–29]. However, detailed gene expression profiles within the network context at the organ level have not been fully investigated. In order to gain an integrated view of gene expression dynamics during postnatal heart development and also to investigate roles of Sox6 in the functional maturation of cardiac muscle, we performed time-series transcriptome analysis of control and Sox6 KO cardiac ventricle of neonatal through adult mice using a new bioinformatics pipeline which we established in this report. We first analyzed transcriptome data from control mice to identify functional clusters by principal component analysis (PCA) with self-organizing map (SOM) clustering [30]. We next used weighted gene co-expression network analysis [31] with bootstrap inference [32] for each functional cluster to identify highly robust hub genes as potential key regulatory genes. Finally, we compared transcriptome data between Sox6 KO and control mice to infer biological functions of Sox6 during postnatal heart development.

## Materials and Methods

### Ethics Statement

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. All animal work and care were performed under the guidelines of the Institutional Animal Care and Use Committee (IACUC) at the University of California, Davis (UC Davis). Specific approval for the mouse experiments was obtained with the protocol # 18055 “Mouse Models for Human Heart and Skeletal Muscle Disease”. All procedures were terminal, and all efforts were made to minimize suffering. Specifically, mice were sacrificed by cervical dislocation to minimize the suffering. Also, anesthesia was not used to eliminate a possible impact on gene expression when mice are being stressed.

### Animals

For transcriptome analyses, MCK-Cre (the Jackson Laboratory, Bar Harbor, ME, USA) and Sox6^loxp/loxp^; MCK-Cre male mice [19] were used as control and experimental, respectively. MCK-Cre mice were chosen to inactivate the *Sox6* gene in postnatal heart because MCK expression is known to increase to 40% of maximum levels at birth, reach maximum levels at postnatal day 10, and remain at a high level thereafter in rats [33], therefore, suitable for the gene inactivation targeted at early postnatal stages in rodents. Also, MCK-Cre mice have been frequently used for studying gene functions in the heart [34–39]. For validation experiments using immunohistochemistry, age-matched C57BL/6 mice were also used. Sox6^loxp/loxp^ mice were a kind gift from Dr. Veronique Lefebvre at the Cleveland Clinic [40].

### RNA isolation

Cardiac ventricles were collected from postnatal day 1 (P1), day 7 (P7), day 14 (P14), 1 month (P30), and 2 months (P60) mice, rinsed in phosphate buffered saline (PBS), flash frozen in liquid nitrogen and stored at -80°C until use. Three biological replicates were prepared for each time point. Total RNA was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) following the manufacture’s instruction and then further purified using RNA Clean & Concentrator-5 (Zymo Research, Irvine, CA, USA). The integrity of RNA was confirmed using Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). For reverse transcription-quantitative PCR (RT-qPCR), total RNA was purified using Direct-zol RNA MiniPrep (Zymo Research) with DNase I treatment steps according to the manufacturer’s instructions.

### Microarray experiments

Preparation of cRNA probes, hybridization, scanning and data collection were performed at the Expression Analysis Core Facility at UC Davis following the protocols provided by Illumina, Inc. Labeled cRNA probes were hybridized with MouseWG-6 v2.0 Expression BeadChip (Illumina, Inc., San Diego, CA, USA). Hybridization was done in triplicates for each biological replicate of control and Sox6 KO samples. GCT files, which contain raw signal intensity data, were created from Illumina IDAT zip files using IlluminaExpressionFileCreator at GenePattern (http://www.broadinstitute.org/cancer/software/genepattern/) [41]. Microarray data reported in this article are available at Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=uxadaeqwzpojdkx&acc=GSE60958).

### Preprocessing of raw microarray data

Hybridization signals below background levels in each array were removed using a mean+2σ of negative control values calculated using negative control probes on the beadchip arrays as an intensity cutoff. Next, “Bad” and “No match” probes which do not match with the most recent gene annotation database were removed using the information from illuminaMousev2PROBEQUALITY in the illuminaMousev2.db [42]. Probe annotations were then updated using the information from illuminaMousev2SYMBOLREANNOTATED in the illuminaMousev2.db and Mouse Genome Informatics (MGI). For time course data analysis (clustering and gene co-expression network analysis: see below), data from all arrays were combined and the probes missing at one or more time points were eliminated. When one gene was represented by multiple probes, a probe with the highest intensity at P1 was selected for the following analyses. Quantile normalization was then applied using the normalizeBetweenArrays function in the limma package [43]. Time course analysis was conducted using 6784 probes in total, each probe representing a single gene. Normalization of the combined data was confirmed by a box plot (S1A Fig). To see the reproducibility and similarity between each sample, a multidimensional scaling (MDS) plot was created using the R stats package, cmdscale (S1B Fig).

### PCA with SOM clustering

To minimize influences from potential outliers in the three biological replicates, median intensity values were used. To focus on developmentally regulated genes whose expression was dynamically changed during postnatal heart development, only genes within top 30% coefficient of variation (CV) for expression across samples (i.e. highly differentially expressed genes across samples) were used for the subsequent analyses. Scaled expression values were used for a multilevel 3X6 hexagonal SOM [44, 45] to cluster these genes. 100 training iterations were used during clustering, over which the alpha learning rate decreased from 0.009 to 0.006. The final assignment of genes to winning units formed the basis of the gene clusters. The outcome of SOM clustering was visualized in PCA space where PC values were calculated based on the gene expression across samples using the R stats package, prcomp. As a reference, we also performed PCA and SOM clustering using mean intensity values which resulted in comparable clusters with the ones with mean intensity values (S2 Fig).

### Gene ontology (GO) term enrichment analysis

GO term enrichment was analyzed at AmiGO (http://amigo1.geneontology.org/cgi-bin/amigo/term_enrichment) [46] using MGI as a database filter and a 0.01 maximum p-value cutoff.

### Gene co-expression network analysis

Gene co-expression network analysis was performed using the weighted correlation network analysis (WGCNA) package [31] with a gene set identified in each SOM cluster. The soft thresholding power was chosen based on the criterion of approximate scale-free topology (fit index = 0.8, or 0.85 where applicable). Next, adjacency matrix with the selected soft thresholding power was calculated. To minimize effects of noise and spurious associations, the adjacency matrix was transformed into topological overlap matrix (TOM), and then TOM-based connectivity was calculated. For genes in each SOM cluster, we constructed 100 WGCNA networks based on 100 bootstrapped replications of the data, and ranked nodes according to TOM-based connectivity. We then searched for robust hub genes by calculating average ranking of nodes, and defined genes ranked in top 5% as hub genes (S3 Fig). We visualized a part of network using the igraph R package ver. 0.7.0.

### Identification of differentially expressed genes between Sox6 KO and control cardiac ventricles

Differential gene expression analysis between control and Sox6 KO mice was performed using the limma package [47]. Results were filtered using a 0.01 maximum false discovery rate (FDR) and a 1.5 minimum fold change.

### Enrichment analysis of the Sox6 binding motif

Promoter sequences (1 kb upstream sequences from transcription start site) of differentially expressed genes in Sox6 KO mice were obtained at Ensembl BioMart (http://asia.ensembl.org/biomart/martview), and repeat sequences were masked using RepeatMasker [48]. Enrichment of the Sox6 binding motif (JASPAR CORE MA0515.1) in the repeat-masked promoter sequences was analyzed using AME [49].

### RT-qPCR

cDNA was prepared using High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA, USA). Quantitative PCR (qPCR) was performed on an ABI Prism 7900HT Sequence Detection System (Applied Biosystems) using PrimeTime qPCR Assays (Integrated DNA Technologies, Coralville, IA, USA) and SensiFast Probe Hi-ROX Kit (Bioline, Taunton, MA, USA). *Rpl37a* and *Ubb* were used as reference genes for normalizing expression levels of tested genes. The two reference genes were chosen by analysis using NormFinder [50] which demonstrated that the combination of these two genes represented the most stably expressed genes between P1 and P60 ventricles among 7 genes tested (*Actb*, *Gapdh*, *Huwe1*, *Rpl37a*, *Rpl41*, *Hdac3*, and *Ubb*: data not shown). Raw threshold cycle (C_T_) values of these two genes were averaged according to the instructions of NormFinder, and the mean C_T_ values were used for further calculations. All statistical analyses were performed using the two-tailed Student's t-test. Information on PrimeTime qPCR Assays used is provided in S1 Table.

### Immunohistochemistry

Cardiac ventricles were collected from two wild type (C57BL/6) and three Sox6 KO mice at P7 and embedded in Tissue Freezing Medium (Triangle Biomedical Sciences, Durham, NC, USA). Cryosections (16 μm) were fixed in 4% paraformaldehyde and were incubated with phospho-histone H3 (Ser10) rabbit polyclonal antibody (#9701, Cell Signaling Technology, Danvers, MA, USA) at 400 fold dilution. As a secondary antibody, Alexa Fluor 555-conjugated goat anti-rabbit IgG (A-21429, Invitrogen) was used at 600 fold dilution. Counterstaining with 4’,6-diamidino-2-phenylindole (DAPI) was performed using VECTASHIELD mounting medium with DAPI (Vector Laboratories, Inc., Burlingame, CA, USA). Fluorescence images were obtained at the confocal microscope facility at the Genome and Biomedical Sciences Facility at UC Davis. Background staining was obtained using only secondary antibody (negative control), and no specific signal was observed from negative control sections of both wild type and Sox6 KO myocardium.

## Results

### Dynamic gene expression patterns during postnatal heart development

To determine temporal transcriptional changes occurring during postnatal heart development of normal mice at the organ level, we conducted transcriptome analysis using microarray data of cardiac ventricle samples obtained from control (MCK-Cre) mice of ages P1, P7, P14, P30, and P60. 

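Ventricles of 15 control mice, 3 at each of the 5 ages, were measured on 1-colour Illumina mouse whole-genome bead arrays together with 15 Sox6 KO ventricles of the same ages, which gives 30 arrays in 10 groups of 3 biological replicates. The authors deposited the signal intensity of each probe on each array before normalization, and a second, processed table of 6784 probes. On the log2 scale the second table differed by at most 4.8e-10 from quantile normalization of the intensities of its own probes. The unnormalized intensities were used here. Their detection p-values are empty, so a probe was taken as detected on an array where its intensity lay above the mean plus 2 SD of 936 control rows that were read as negative controls from their IDs, since the table carries no such mark. The 17997 probes detected on all 3 arrays of at least 1 group were log2 transformed, quantile normalized over the 30 arrays and fitted with limma, with 1 mean per group and a spread shared by the groups. A probe is called changed at an adjusted p under 0.01 and a change of at least 1.5-fold, the thresholds the paper sets for its comparison of genotypes, and a member of a gene list is counted as higher or lower at an adjusted p under 0.05. The median number of probes detected on a control array was 17464 at P1 (range 17253 to 17954), 17607 at P7 (17559 to 17724), 16308 at P14 (16300 to 16364), 15459 at P30 (14866 to 15678) and 15020 at P60 (14801 to 15427). The median intensity of the probes on a control array, taken as the median of 3 arrays, was 120.1 at P1, 106.8 at P7, 116.8 at P14, 123.7 at P30 and 101.3 at P60. Arrays of 1 group correlated with each other between 0.983 and 0.996 in log2 signal, and no pair was identical. A gene name could be given to 6618 of the tested probes, and 11379 stayed unnamed. Most names come from the processed table, of whose probes 6779 were detected on every array, so genes that are silent at some of the ages mostly carry no name here. The number of arrays limits the precision of every value.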

We chose these ages because these would cover all the important events such as a shift in the mode of cardiomyocyte growth from hyperplasia to hypertrophy during the course of postnatal heart development. First, principal component analysis (PCA) was performed to identify the sources of variance in temporal mRNA expression changes detected by microarray analysis (S4 Fig). We used a data set consisting of genes within the top 30% coefficient of variation (CV) (2035 genes in total) in order to focus on the genes whose expression dynamically changed during postnatal heart development. PCA revealed that the first two components, PC1 and PC2, explained ~85% of the variance (Fig 1A). 

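The genes that set newborn apart from adult ventricles moved far beyond the spread between arrays. *Rpl3l*, which encodes a ribosomal protein of striated muscle, rose from a log2 signal of 8.40 ± 0.12 (SD, n = 3) at P1 to 13.93 ± 0.13 (SD, n = 3) at P60, a 46.4-fold change (adjusted p = 5.16e-25, limma). *H19*, an imprinted noncoding RNA of fetal tissues, went from 14.07 ± 0.32 to 8.10 ± 0.14 (SD, n = 3 each), a log2 change of -5.98 (adjusted p = 2.64e-24, limma). Over all ages, 10317 of the 17997 tested probes (57.3%) differed between control groups in limma's F test at an adjusted p under 0.01, and 6839 did without replicate 3. For the principal components, each probe was given by its median of the 3 control arrays at each age, starting from 11733 probes detected on all 15 control arrays with 1 probe per named gene. The 3484 probes with the highest 30% of coefficients of variation were taken. PC1 held 68.6% of their variance, PC2 17.5% and PC3 8.9%, so that PC1 and PC2 together held 86.1%. These shares describe group medians and carry no test.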

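Single genes also differed widely between the P1 and the P60 ventricle, in both directions. *Xirp2*, whose protein binds actin at the intercalated disc, rose from 7.18 ± 0.01 at P1 to 12.07 ± 0.08 at P60 (SD, n = 3 each, 29.6-fold, adjusted p = 2.10e-22, limma). *Dlk1*, a membrane protein of fetal tissues, fell from 11.68 ± 0.17 to 6.81 ± 0.06 over the same time (adjusted p = 7.06e-25, limma), where it was detected on 0 of the 3 P60 arrays, so that the size of the fall is limited by the background. In the medians of the control arrays, the loadings of P1 and P7 on the first component were 0.59 and 0.38, that of P14 was 0.02, and those of P30 and P60 were -0.40 and -0.59.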

PC1, explaining 60.5% of total variance, represented differential gene expression between early (P1, P7) and late (P30, P60) postnatal developmental stages (Fig 1B). PC2, explaining 24.9% of total variance, represented a sequentially changing pattern during early (P1-P14) postnatal heart development (Fig 1B). These data indicate that, though the majority of changes in gene expression occur in first two weeks after birth, transcriptional changes leading to functional maturation of the adult heart still continue at 1–2 months after birth.

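Immediate early genes, which encode transcription factors and signalling regulators that respond within minutes to a stimulus, were in part higher at P14 than at the ages before and after it in the control ventricle. Of 14 measured genes of this kind, 7 were higher and 0 were lower at P14 than at P7 (8 higher when adjusted over the list alone), and 11 were lower at P30 than at P14 (11 when adjusted over the list alone). *Junb* rose by a log2 change of 1.12 from P7 to P14 (adjusted p = 6.09e-07, limma) and *Zfp36*, which destabilises messenger RNAs, by 0.93 (adjusted p = 4.41e-04). *Fos*, which is outside these counts because its name comes from the paper's table of KO genes, rose by 1.50 (adjusted p = 0.0019). From P14 to P30, *Fos* changed by -3.28 (adjusted p = 2.17e-08) and *Dusp1*, a phosphatase that turns off MAP kinases, by -1.57 (adjusted p = 3.72e-07). As a set against all other named genes, the list lay higher at P14 than at P7 (camera, adjusted p = 5.57e-04, and adjusted p = 0.1498 with an estimated correlation) and lower at P30 than at P14 (adjusted p = 1.48e-05, and adjusted p = 0.0958 with an estimated correlation), so that neither call holds with the estimated correlation. On the second component the loadings went from -0.62 at P1 through 0.43 at P7 to 0.59 at P14, and were -0.26 at P30 and -0.14 at P60.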

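Among the genes with large falls in the first week are those of proteins of the fetal and atrial heart, the regulatory light chain *Myl7* (log2 change -5.59), the light chain *Myl4* (-4.91) and *Dlk1* (-3.19), while *Rpl3l* rose by 2.56, *Lrtm1* by 2.33 and the proprotein convertase *Pcsk6* by 1.99. Between P7 and P14, *Pdk4*, the kinase that shuts glucose carbon out of the mitochondrion, rose by 1.67 and the transferrin receptor *Tfrc* by 1.59, and *H19* (log2 change -1.92) and the uridine phosphorylase *Upp1* (-1.61) fell. Between P14 and P30, the carboxylesterase *Ces1d* rose by 3.40, the prostaglandin D synthase *Ptgds* by 2.65 and *Ano10* by 2.61, while the potassium channel subunit *Kcne1* (-3.20) and the lipoprotein lipase inhibitor *Angptl4* (-3.00, detected on 2 of the 3 P30 arrays and so limited by the background) fell. Between P30 and P60, the clock genes *Per2* and *Dbp* rose by 1.49 and 1.38, the sodium channel subunit *Scn4b* rose by 1.39, and genes of the extracellular matrix fell, among them *Spon2* (-2.35), elastin (*Eln*, -1.63), *Sparc* (-1.61) and collagen I (*Col1a1*, -1.56). The adjusted p of each of these genes was at most 0.0012 in limma, the value of *Pdk4*. Of 21 measured genes of extracellular matrix and fibroblasts, 20 were lower and 0 were higher at P60 than at P30 (20 lower when adjusted over the list alone, camera, adjusted p = 3.72e-18). From P1 to P7, 511 probes were higher and 403 lower; from P7 to P14, 278 and 312; from P14 to P30, 600 and 590; and from P30 to P60, 241 and 306. With median scaling more probes were lower than higher from P1 to P7 and from P14 to P30 as well. The intervals differ in length, and the counts of different intervals were not tested against each other.

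**Figure D1:**
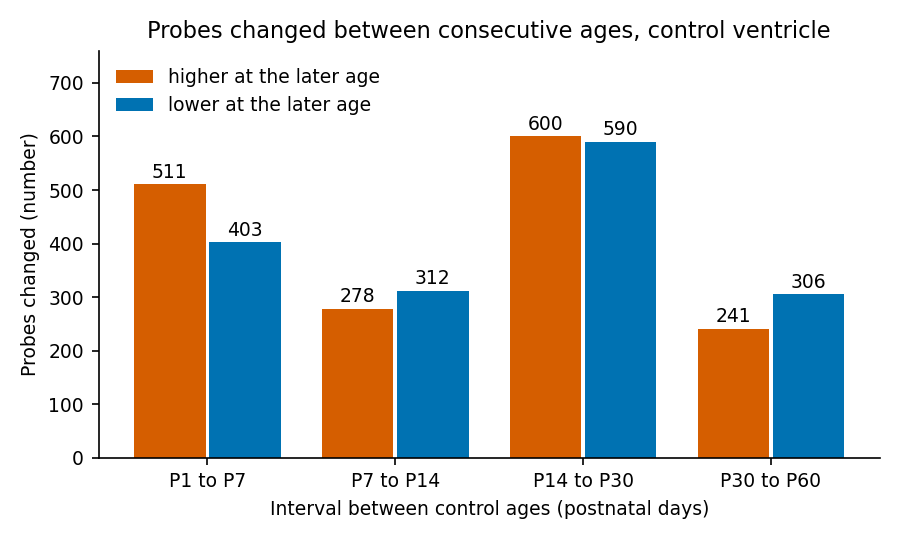
Number of probes (y axis) that were higher (orange) or lower (blue) at the later age of each interval between consecutive ages (x axis) in the control ventricle, at an adjusted p under 0.01 and at least 1.5-fold. The longest bars are those from P14 to P30, with 600 probes higher and 590 lower.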

**Fig 1:**
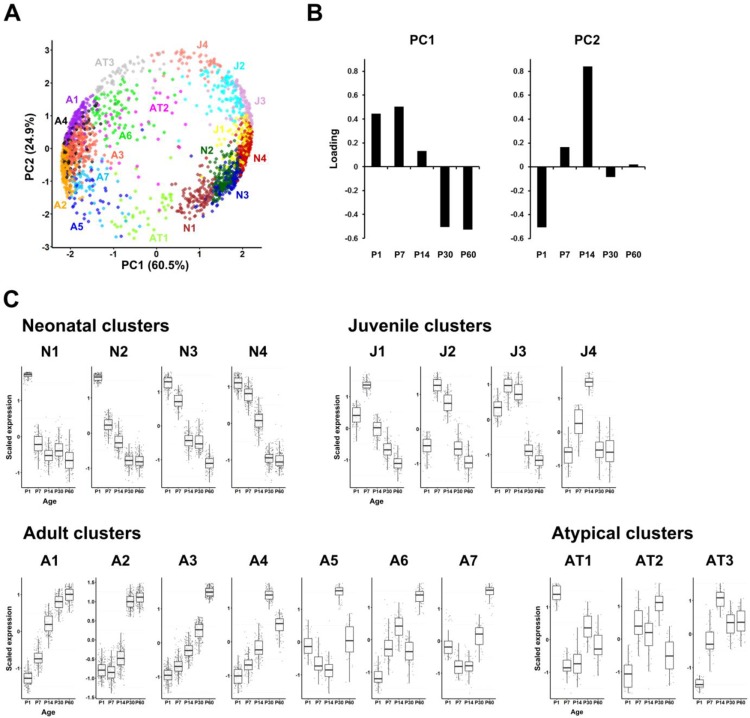
Clustering gene expression patterns during postnatal heart development in control mice. (A) PCA with SOM clustering of gene expression. The expression profile of each gene is represented, and genes belonging to different clusters are indicated by different colors and separated by PC1 and PC2. (B) Loading plots for PC1 and PC2 showing contributions of each variable (developmental stage) to the primary components. (C) Expression profiles of each SOM cluster. Scaled expression along developmental stages is shown in box plots together with cluster categories and names (Neonatal clusters: N1-N4; Juvenile clusters: J1-J4; Adult clusters, A1-A7; Atypical clusters: AT1-AT3).

To organize the transcriptome of postnatal heart development into functional clusters, we constructed self-organizing maps (SOMs) which generate clusters with a network topology reminiscent of biological systems [30] (S4 Fig). To construct SOMs from our data, we started from two clusters, since the PCA score plot suggested the minimum of two gene clusters along the PC1 axis (Fig 1A). Subsequent analyses concluded that 18 clusters with a 3 X 6 configuration were the most adequate in terms of separation of distinct expression patterns (Fig 1C) and gene ontology (GO) terms (see below). These 18 clusters could be sub-categorized into 4 classes (neonatal, juvenile, adult, and atypical) based on their characteristic expression patterns (Fig 1A and 1C): genes in neonatal clusters (N1-N4) whose expression is highest at P1 and then continually decreases afterwards, genes in juvenile clusters (J1-J4) whose expression is highest at P7 or P14, and genes in adult clusters (A1-A7) whose expression stays low during neonatal and juvenile stages and exhibits a major increase towards adult stages at P30 and/or P60. 

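Of 663 genes of the neonatal clusters, 593 (89.4%) had their highest median at P1 and the other 70 at P7. All 121 genes of N1 and all 186 of N2 were highest at P1, against 131 of 149 (87.9%) in N3 and 155 of 207 (74.9%) in N4, where the scaled mean was 1.06 at P1 and still 0.81 at P7. Of 347 genes of the juvenile clusters, 345 (99.4%) were highest at P7 or P14. Each of the 108 genes of J1 peaked at P7 and each of the 52 genes of J4 at P14, while J2 had 75 of 92 genes (81.5%) and J3 56 of 95 (58.9%) at P7. Of 898 genes of the adult clusters, 892 (99.3%) were highest at P30 or P60, among them all 233 genes of A3 and all 49 of A7 at P60. In the atypical cluster AT1, 36 of 38 genes were highest at P1, with a scaled mean of -0.83 at P7 and 0.37 at P30. The cluster of each gene is the paper's (S2 Table), of which the first 1999 of 2035 genes were used, and its level is the median of 3 control arrays at each age. The clusters were drawn from the same arrays, so these shares describe them and are not independent evidence. With means in place of medians, the age of the highest scaled mean was the same in each of the 17 clusters whose genes were all at hand.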

Three clusters, which did not exhibit stage-specific expression patterns, were classified as atypical (AT1-AT3). Clear demarcation of these expression patterns, neonatal, juvenile, and adult, suggests that the genes classified into different clusters likely play specific roles during each developmental window, achieving functional adjustments as the postnatal heart matures.

To test this idea, GO term enrichment analysis was performed for each gene cluster represented in S4 Fig As summarized in Table 1, GO terms enriched for neonatal, juvenile, and adult class of clusters demonstrated functions relevant to the corresponding stages of postnatal heart development (see S2 Table for the full lists of GO terms). For example, the genes in the neonatal clusters (N1-N4) are enriched for the GO terms related to heart development, heart contraction, cell proliferation, RNA splicing, RNA transport, translation, and actin cytoskeleton. Among these terms, cell proliferation [6, 51, 52] and splicing (alternative splicing of the developmentally regulated genes) [10] are known to play critical roles in the maturation of the postnatal heart. 

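Genes of cell division, protein synthesis, splicing and the actin cytoskeleton were lower in the adult than in the newborn ventricle almost throughout. Of 18 measured genes of mitosis, all 18 were lower at P60 than at P1 (18 when adjusted over the list alone), among them the spindle midzone protein *Prc1* (log2 change -3.30). The mitotic kinase *Cdk1* was detected on 1 of the 3 control arrays of P60 and its cyclin *Ccnb1* on 0, so that their values at that age, and with them the changes of -2.65 and -2.55, are limited by the background. Of these genes, 16 carry a name here only because the paper lists them as changed in the Sox6 KO ventricle, so the list is not independent evidence. Of 7 measured genes of DNA replication, 6 were lower and 1 was higher (6 and 1 when adjusted over the list alone), with the helicase subunit *Mcm4* at -1.42, the flap endonuclease *Fen1* at -1.05 and the dUTPase *Dut* as the higher one (0.21). Of 27 genes of RNA splicing, 22 were lower and 1 was higher (22 and 1 when adjusted over the list alone), with *Sfpq* at -1.31, *Srsf6* at -1.17 and *Sf3b2* as the higher one (0.36). Of 26 cytosolic ribosomal proteins, 24 were lower and none was higher (24 lower when adjusted over the list alone), led by *Rpl3* (-1.34) and *Rpl10a* (-1.17). Of 27 genes of the actin cytoskeleton, 25 were lower and none was higher (25 lower when adjusted over the list alone), among them the actin-sequestering thymosin *Tmsb10* (-3.40) and the bundling protein *Fscn1* (-2.09). Fetal heart genes went both ways, with 11 of 16 lower and 2 higher (11 and 2 when adjusted over the list alone). *Igf2*, a fetal growth factor, changed by -4.59 and *Myl4* by -5.07, whereas skeletal actin *Acta1* rose by 2.68 and the stretch-responsive *Ankrd1* by 1.31. Set against all other named genes with camera, the downward shift had an adjusted p of 4.75e-06 for splicing, 2.11e-07 for ribosomal proteins and 9.23e-10 for actin, and each of these kept an adjusted p under 0.05 with an estimated correlation. For DNA replication it was 0.0053 (adjusted p = 0.1498 with an estimated correlation) and for fetal heart genes 7.09e-04 (adjusted p = 0.0815 with an estimated correlation). The genes of each list were fixed before the array files were opened, though after the paper and its supplementary tables had been read.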

After birth, the growth of the heart shifts from cell proliferation to cellular hypertrophy and alternative splicing is utilized in fetal to adult isoform switching. Accordingly, the neonatal cluster genes reflecting these GO terms have their highest expression at the neonatal stages and rapidly decline afterwards. 

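Part of the decline was already seen at P7. Of 16 fetal heart genes, 11 were lower and 0 were higher at P7 than at P1 (11 lower and 1 higher when adjusted over the list alone), with a median log2 change of -0.57 (camera, adjusted p = 2.11e-07). *Nppa*, which encodes atrial natriuretic peptide, fell by 2.89 on the log2 scale (adjusted p = 9.39e-08, limma). Of 27 splicing genes, 15 were lower and 1 was higher (16 and 1 when adjusted over the list alone), with *Hnrnpc* as the higher one (0.26) and a median of -0.32 (camera, adjusted p = 5.05e-05). The ribonucleoprotein *Hnrnpa1* went from 10.36 ± 0.03 to 9.74 ± 0.09 (SD, n = 3 each, adjusted p = 6.17e-06, limma) and *Lsm2*, a component of the spliceosome, from 8.88 ± 0.57 to 8.12 ± 0.09 (adjusted p = 0.0016). Of 18 mitosis genes, 16 were lower and 1 was higher at P7 than at P1 (16 and 1 when adjusted over the list alone, median -0.69), and 17 fell further from P7 to P14 (17 when adjusted over the list alone, median -0.72). Atrial cardiomyocyte genes moved in the same week, with 5 of 6 measured genes lower, *Myl4*, *Nppa*, *Myl1*, *Stard10* and *Dkk3* (5 when adjusted over the list alone, median -1.15; camera, adjusted p = 1.99e-05, and adjusted p = 0.0569 with an estimated correlation).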

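*Nkx2-5*, a homeobox transcription factor of the heart muscle, had a log2 signal of 9.79 ± 0.41 (SD, n = 3) at P1 and 9.03 ± 0.08 (SD, n = 3) at P7. This is a log2 change of -0.75 (standard error 0.131, adjusted p = 9.04e-05, limma). At P60 it stood at 9.23 ± 0.13, which is -0.56 against P1 (adjusted p = 7.28e-04) and under 1.5-fold. *Myh7*, the slow myosin heavy chain of the fetal mouse ventricle, fell from 11.53 ± 0.43 to 8.10 ± 0.12 within the first week (SD, n = 3 each), 10.8-fold lower (log2 change -3.43, standard error 0.168, adjusted p = 9.83e-15, limma), and was at 8.14 ± 0.06 at P60. The 3 control arrays of P1 spread more for both genes than those of later ages. With a fit to the arrays of P1 and P7 alone, the adjusted p of *Nkx2-5* was 0.0148, and without control P1 replicate 2 its log2 change was -0.57.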

*Nkx2-5* [53] and *Myh7* [54] which are known to be essential for embryonic heart development were also classified in the neonatal cluster (N1). These results validate biological relevance of the clusters identified by the current analysis using SOMs.

**Table 1:** Characteristic GO terms enriched in the SOM clusters.

Cluster	# of genes	Category	GO term (*p*-value)
N1	121	Neonatal	heart development (2.8X10^-3^), regulation of heart contraction (6.6X10^-3^), mRNA transport (7.0X10^-3^)
N2	186	Neonatal	cell cycle (1.0X10^-7^), RNA splicing (2.2X10^-5^), cell division (2.4X10^-4^), nuclear division (4.3X10^-3^), organelle fission (1.2X10^-3^)
N3	149	Neonatal	ribosome (3.0X10^-13^), translation (4.5X10^-8^)
N4	207	Neonatal	actin cytoskeleton (3.6X10^-4^), RNA splicing (3.8X10^-3^), chromosome organization (6.7X10^-3^), spliceosomal complex (7.3X10^-3^)
J1	108	Juvenile	actin cytoskeleton (2.5X10^-9^), cytoskeleton organization (2.0X10^-7^), cell junction (2.5X10^-3^)
J2	92	Juvenile	cell communication (1.5X10^-4^), extracellular matrix (3.9X10^-4^), response to stimulus (1.2X10^-3^), cell adhesion (2.9X10^-3^), blood vessel development (3.8X10^-3^)
J3	95	Juvenile	cell adhesion (3.1X10^-5^), blood vessel development (1.4X10^-4^), extracellular matrix (6.9X10^-3^), cell migration (8.3X10^-3^)
J4	52	Juvenile	cell differentiation (6.2X10^-6^), apoptotic process (3.0X10^-4^), vasculature development (3.8X10^-4^), immune system process (8.3X10^-4^), regulation of cell cycle (9.2X10^-4^)
A1	165	Adult	mitochondrion (3.5X10^-9^), contractile fiber (5.3X10^-3^)
A2	211	Adult	mitochondrion (1.9X10^-17^), cofactor metabolic process (2.0X10^-3^), fatty acid metabolic process (3.0X10^-3^), cellular amino acid metabolic process (2.8X10^-3^)
A3	233	Adult	mitochondrion (7.0X10^-14^), contractile fiber (3.0X10^-5^), cofactor metabolic process (9.1X10^-4^), transport (5.2X10^-3^)
A4	122	Adult	mitochondrion (7.5X10^-3^)
A5	40	Adult	n.e.
A6	78	Adult	mitochondrion (5.4X10^-6^), response to starvation (8.5X10^-4^), oxidation-reduction process (7.2X10^-3^)
A7	49	Adult	n.e.
AT1	38	Atypical	n.e.
AT2	34	Atypical	extracellular matrix (6.6X10^-4^)
AT3	55	Atypical	n.e.

GO terms representing specific biological processes or cellular components were shown up to 5 terms per cluster. n.e.: no enrichment of specific GO term.

The GO terms enriched for the juvenile clusters (J1-J4) include blood vessel/vasculature development and related biological processes such as cell adhesion and migration (Table 1). This result indicates that vascularization of the heart is most active at 7 to 14 days after birth in mice. Indeed, it has been reported that intense capillary growth in the heart occurs during this period [55]. 

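Many genes of the endothelium and of blood vessel development rose in the first week. Of 31 measured genes, 21 were higher and 1 was lower at P7 than at P1 (23 and 2 when adjusted over the list alone), with a median log2 change of 0.49. *Cldn5*, the tight junction claudin of endothelial cells, went from 9.97 ± 0.14 to 11.30 ± 0.13 (SD, n = 3 each, adjusted p = 2.41e-07, limma). The endothelial receptor *Notch4* rose by 0.92 and the arterial Notch target *Hey1* by 0.90, while *Plvap*, which forms the diaphragms of endothelial fenestrae, fell by 1.31 on the log2 scale (adjusted p = 3.40e-07, limma). Of 21 genes of the extracellular matrix and fibroblasts, 12 were higher and none was lower in the same week (12 higher and 1 lower when adjusted over the list alone), among them *Mfap5* (1.44), lumican (*Lum*, 1.28) and collagen III (*Col3a1*, 1.24). Of 12 macrophage genes, 9 were higher and 1 lower (11 and 1 when adjusted over the list alone), such as *Laptm5* (1.13), against a fall of the resident macrophage receptor *Lyve1* (-0.99). Against all other named genes, the shift had an adjusted p of 1.84e-06 in camera for the endothelial list (adjusted p = 0.0767 with an estimated correlation), 2.15e-04 for the matrix list (adjusted p = 0.2041 with an estimated correlation) and 8.84e-04 for the macrophage list (adjusted p = 0.2160 with an estimated correlation).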

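After P14 most of the endothelial genes fell. At P30, 25 of 31 were lower than at P14 and 1 was higher (27 and 1 when adjusted over the list alone), with the von Willebrand factor *Vwf* as the higher one (0.91; camera, adjusted p = 5.99e-09). *Cldn5* stood at 10.65 ± 0.11 at P14 and 8.71 ± 0.02 at P30 (SD, n = 3 each, log2 change -1.94, adjusted p = 2.31e-10, limma), and the apelin receptor *Aplnr* and the flow-responsive factor *Klf2* fell by 1.25 and 1.21 on the log2 scale. Of 14 basement membrane genes, 10 were lower and none was higher (11 lower when adjusted over the list alone), among them collagen XVIII (*Col18a1*, -1.82) and perlecan (*Hspg2*, -1.09; camera, adjusted p = 3.67e-05, and adjusted p = 0.1136 with an estimated correlation). Of 8 genes of pericytes and vascular smooth muscle, 4 were lower (*Acta2*, *Myl9*, *Notch3* and *Pdgfrb*) and 1 was higher (*Rgs5*; 5 and 1 when adjusted over the list alone). Macrophage genes ran the other way in the same interval, with 10 of 12 higher and none lower (10 higher when adjusted over the list alone, camera, adjusted p = 2.52e-06, and adjusted p = 0.1136 with an estimated correlation), led by the lysozyme *Lyz2* (2.47) and the complement gene *C1qc* (1.13).

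**Figure D2:**
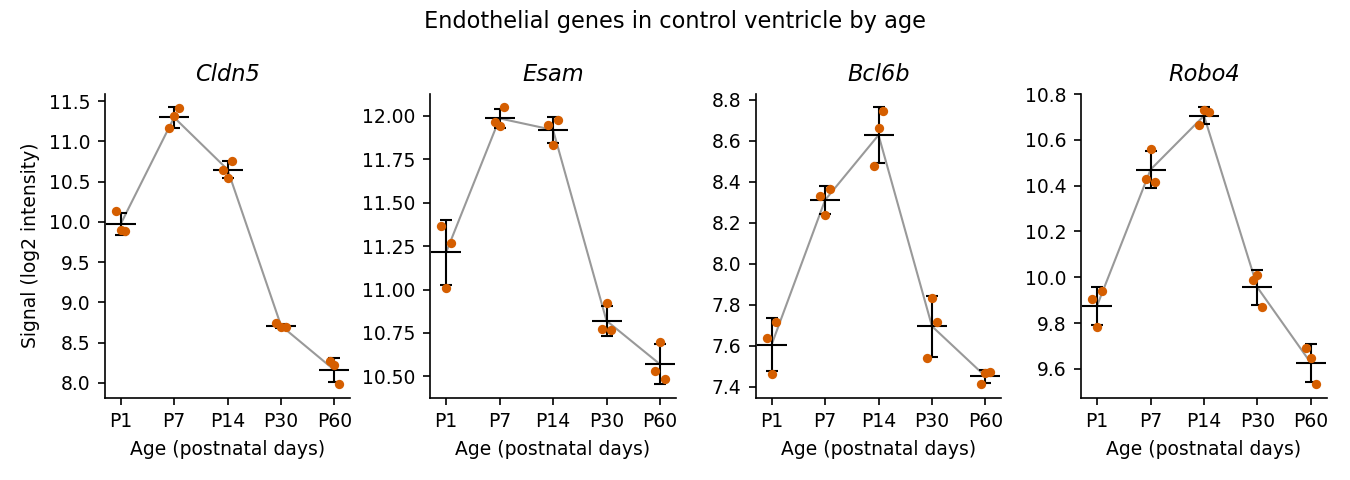
Log2 signal (y axis) of *Cldn5*, *Esam*, *Bcl6b* and *Robo4* in the control ventricle at each age in days (x axis), with a point per array (n = 3), bars for the mean ± SD and a line through the means. Each gene is higher at P7 and P14 than at P1, and lower at P30 than at P14.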

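Some genes of the actin cytoskeleton fell between P7 and P14. Of 27 measured genes, 13 were lower at P14 and none was higher (15 lower and 1 higher when adjusted over the list alone), with a median log2 change of -0.31 (camera, adjusted p = 3.83e-06). *Arpc1b*, a subunit of the complex that nucleates branched actin filaments, went from 10.28 ± 0.13 to 9.47 ± 0.05 (SD, n = 3 each, adjusted p = 1.28e-05, limma). *Evl*, a member of the Ena/VASP family that elongates filaments, went from 9.43 ± 0.04 to 8.72 ± 0.14 (adjusted p = 4.43e-05), and *Coro1b*, which acts on branched filaments, from 10.11 ± 0.05 to 9.42 ± 0.17 (adjusted p = 2.09e-05). *Tmsb10* fell by 0.87 on the log2 scale (adjusted p = 0.0017, limma).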

Genes involved in actin cytoskeleton are also enriched in the juvenile cluster J1, suggesting that the dynamic reorganization of cytoskeletal assembly in the heart is still ongoing during the early juvenile stage of postnatal heart development.

The GO terms enriched in the adult clusters A1-4 and 6 include contractile fibers as well as mitochondrial metabolic processes (e.g. fatty acid metabolic process). 

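Many genes of the sarcomere, of oxidative phosphorylation and of fatty acid use rose from the newborn to the adult ventricle, while others fell, and no list shift among these 3 holds in camera with an estimated correlation. Of 23 measured genes of the adult sarcomere and contractile fibre, 16 were higher and 2 were lower at P60 than at P1 (16 and 2 when adjusted over the list alone). *Tcap*, the cap protein of titin, went from 11.00 ± 0.03 to 14.14 ± 0.20 (SD, n = 3 each, adjusted p = 2.38e-15, limma) and *Cmya5* rose by 3.48, while *Synpo2l* and the tropomyosin *Tpm1* fell by 0.90 and 0.88 on the log2 scale, the last on 1 probe, as the second *Tpm1* probe differed by -0.03 (adjusted p = 0.8785). Of 43 genes of oxidative phosphorylation, 31 were higher and 1 was lower (31 and 2 when adjusted over the list alone), with *Uqcrq* as the lower one (-0.74) and the muscle form *Cox7a1* going from 13.49 ± 0.21 to 15.20 ± 0.03 (adjusted p = 1.43e-15, limma). Of 15 genes of the tricarboxylic acid cycle, 10 were higher and 3 were lower, *Idh3b*, *Mdh2* and *Pdhb* (11 and 3 when adjusted over the list alone). Of 25 genes of fatty acid uptake and oxidation, 16 were higher and 3 were lower, *Acot2* and *Acadl* among them (16 and 3 when adjusted over the list alone), and *Ech1*, a peroxisomal and mitochondrial isomerase of this pathway, went from 12.21 ± 0.16 to 14.48 ± 0.10 (adjusted p = 1.56e-14). Glycolysis had 5 genes higher and 6 lower of 16 (6 and 6 when adjusted over the list alone), with hexokinase *Hk2* at 2.75, the glucose transporter *Slc2a4* at 1.97 and phosphoglycerate kinase *Pgk1* at -1.10. Among 13 genes of calcium handling and ion channels, 8 were higher, such as the ryanodine receptor *Ryr2* (0.80) and *Hrc* (2.64), and 3 were lower, the connexin *Gja5* (-2.21), the exchanger *Slc8a1* and the channel *Kcnh2* ( 8 higher and 3 lower when adjusted over the list alone). In camera the shift had an adjusted p of 5.01e-04 for the sarcomere list (adjusted p = 0.1498 with an estimated correlation), 1.31e-04 for oxidative phosphorylation (adjusted p = 0.1068 with an estimated correlation) and 0.0208 for fatty acid use (adjusted p = 0.4630 with an estimated correlation). It was 0.0557 for the tricarboxylic acid cycle, 0.1060 for ion handling and 0.7868 for glycolysis. From the terms enriched in these clusters and the reported maturation of mitochondria and myofibrils, the paper concludes that the adult cluster genes stand for the changes that bring the heart to its mature state.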

The biological functions represented by these terms, fatty acid metabolism and contractility, are essential for adult cardiac function. Mitochondrial numbers increase as the heart grows and structural and functional maturation of mitochondria and myofibrils in cardiomyocytes accelerates during the postnatal development of the heart [56]. Therefore, the genes classified to these adult cluster genes epitomize the physiological changes transforming the heart into the mature adult state.

### Identification of hub genes of each developmental cluster

The GO analysis described above revealed distinct stage-specific gene clusters with biologically relevant functions corresponding to each stage of postnatal heart development (Table 1). Since the failing heart exhibits misregulated expression of genes specific to fetal and adult developmental periods [12, 13, 57], identifying key genes in the developmentally classified clusters may provide useful biomarkers in clinical applications. To identify candidate biomarkers, we next conducted gene co-expression network analysis to gain further insights into the progression of postnatal heart development at the individual gene level (S4 Fig). Gene co-expression network analysis is a powerful approach which deduces regulatory networks of genes conceivably related in functions based on the similarity (co-expression) in their expression patterns [58, 59]. In particular, highly connected genes (hub genes) in gene co-expression networks have been shown to play critical roles in diverse cell types as well as pathophysiological conditions [60–67]. Among currently available gene co-expression network analyses, the weighted correlation network analysis (WGCNA) package has many advantages, enabling us to determine the threshold in a data-driven way (using the scale-free topology criterion), to convert the co-expression measure to a connection weight (by soft-thresholding), and to measure connectivity with high biological signals (using the topological overlap matrix) [31]. However, since network construction is usually highly sensitive to noise which most expression data have, a single application of WGCNA is unlikely to produce robust and reproducible results, and therefore it is hard to assess the significance of hub genes. To address these issues, we incorporated a bootstrap inference [32] into WGCNA and ranked highly connected hub genes based on the average connectivity score across networks built on bootstrapped replications of the data (S3 Fig). We applied this method to a gene set of each SOM cluster to identify robust hub genes that are potentially regulating functional maturation of the postnatal heart.

Hub genes identified in each cluster following this method are summarized in Table 2 (see S3 Table for full lists). As expected, the high-ranking hub genes identified for the neonatal, juvenile and adult clusters demonstrated shared biological functions with the GO terms enriched in each cluster. 

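*Cenpw* and *Cenpt*, proteins of the inner kinetochore, fell from P1 to P60 in the control ventricle, *Cenpw* from 9.70 ± 0.16 to 7.25 ± 0.10 and *Cenpt* from 8.56 ± 0.01 to 7.27 ± 0.12 in log2 signal (SD, n = 3 each, adjusted p = 1.37e-20 and 1.32e-15, limma). *Mcm5*, a subunit of the replicative helicase, went from 9.16 ± 0.14 to 7.19 ± 0.25 (log2 change -1.96, standard error 0.125, adjusted p = 1.94e-13, detected on 2 of the 3 P60 arrays). *Igf2bp2*, which binds and stabilises messenger RNAs, went from 9.47 ± 0.31 to 7.22 ± 0.13 (log2 change -2.25, standard error 0.121, adjusted p = 5.15e-15). The RNA-binding protein *Rbmx* went from 9.87 ± 0.22 to 8.46 ± 0.07 (log2 change -1.41, adjusted p = 8.34e-11) and *Dstn*, which takes actin filaments apart, from 13.28 ± 0.06 to 10.99 ± 0.24 (log2 change -2.28, adjusted p = 6.18e-16). The co-expression network of each of 15 clusters was rebuilt from the 15 control arrays, with 100 bootstraps, soft thresholding and topological overlap, and genes were ranked by mean connectivity. *Rbmx* ranked 2 of 121 in N1 and *Igf2bp2* 20 of 121; *Cenpt* ranked 3 of 186 in N2 and *Cenpw* 4 of 186; *Mcm5* ranked 66 of 149 in N3, and *Dstn* 2 of 207 in N4. Of 101 hub genes that the paper names in these 15 clusters, 55 came in the top 5% of their cluster, 96 in the first 25% and all 101 in the first 50%. A scale-free fit of 0.8 was reached in J4 alone, with a power of 20, and a power of 6 was used in the other clusters.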

A significant number of neonatal cluster hub genes are implicated in cell proliferation: *Rbmx* [68] and *Igf2bp2* [69, 70] in cluster N1, *Cenpt* and *Cenpw* [71] in cluster N2, *Mcm5* [72] in cluster N3, and *Dstn* [73] in cluster N4. *Rbmx* [74] in cluster N1 and *Sf3a3* [75] in cluster N3 are implicated in mRNA splicing. 

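*Sf3a3*, a subunit of the SF3A complex of the spliceosome, went from 9.96 ± 0.11 to 9.11 ± 0.05 between P1 and P60 (SD, n = 3 each, log2 change -0.85, standard error 0.075, adjusted p = 1.74e-10, limma). *Rbmx* had already fallen at P7, by 0.99 on the log2 scale (adjusted p = 5.42e-07), and a further RNA-binding protein of the splicing list, *Hnrnpa1*, stood at -1.20 at P60 against P1 (adjusted p = 3.90e-12). By connectivity in its network, *Sf3a3* ranked 10 of 149 in N3.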

As described earlier, these GO terms such as cell proliferation and alternative splicing are significantly enriched in the neonatal clusters (Table 1). Additionally, genes involved in apoptosis (*Ngfrap1* [76] in cluster N2) and glycolysis (*Eno1* [77] in cluster N1) were identified as hub genes in neonatal clusters. 

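*Ngfrap1*, an adaptor of the neurotrophin receptor, fell from 11.66 ± 0.11 to 7.82 ± 0.04 between P1 and P60 (SD, n = 3 each, log2 change -3.84, standard error 0.094, adjusted p = 1.93e-22, limma). *Eno1*, the enolase of most dividing tissues, went from 11.91 ± 0.26 to 10.25 ± 0.15 (log2 change -1.66, standard error 0.101, adjusted p = 8.11e-14). Both genes had the highest mean connectivity of their cluster, *Ngfrap1* with rank 1 of 186 in N2 and *Eno1* with rank 1 of 121 in N1.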

Though cardiomyocyte proliferation [6, 51, 52], apoptosis of cardiomyocytes [51], alternative splicing [10], and glycolysis [8] are all highly active during the fetal to neonatal stages, the above hub genes implicated in these biological functions have not been investigated in the context of postnatal heart development. Therefore, these genes may hold yet unexplored mechanisms for the functional switch from the fetal to adult type heart. 

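*H2afz*, which encodes the histone variant H2A.Z, fell from 11.34 ± 0.07 to 9.39 ± 0.09 between P1 and P60 in the control ventricle (SD, n = 3 each, log2 change -1.95, standard error 0.079, adjusted p = 1.39e-17, limma). *Grb10*, an adaptor that restrains insulin receptor signalling, fell from 12.69 ± 0.17 to 10.29 ± 0.14 (log2 change -2.40, standard error 0.108, adjusted p = 1.26e-16). *H2afz* ranked 3 of 149 by connectivity among the genes of N3 and *Grb10* 7 of 186 among those of N2.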

Another interesting finding is that pro-hypertrophic (*H2afz* [78]) and anti-hypertrophic (*Grb10* [79]) genes were identified as hub genes in the clusters N3 and N2, respectively, suggesting that hypertrophic growth of the postnatal heart may be regulated by the balance of pro- and anti- hypertrophy genes.

**Table 2:** Hub genes in the SOM clusters.

Cluster	Hub gene	Known/potential function in the heart
N1	*Eno1*^**1**^, *Rbmx*^**2,3**^, *Gm16379*, *Ears2*, *Msmo1*, *Igf2bp2*^**2**^	**1** glycolysis, **2** cell proliferation, **3** mRNA splicing
N2	*Armcx4*, *Aldh1b1*, *Cenpt*^**1**^, *Tubb2b*, *Ngfrap1*^**2**^, *Grb10*^**3**^, *Armcx2*, *Cenpw*^**1**^, *Cdkn1c*^**4**^, *Sept6*	**1** cell cycle, **2** apoptosis, **3** anti-hypertrophy, **4** inhibition of cell cycle
N3	*Col18a1*^**1**^, *Ndn*, *Sf3a3*^**2**^, *Sox12*, *Mcm5*^**3**^, *Vim*, *Prdx4*, *H2afz*^**4**^	**1** anti-angiogenesis, **2** mRNA splicing, **3** DNA replication, **4** hypertrophy
N4	*Eef1a1*, *Dstn*^**1**^, *Lpar4*^**2**^, *Gm6548*, *Ramp1*^**2**^, *Hist1h2ae*, *Chsy1*, *Bhlhb9*, *Col5a1*^**3**^, *Actr3*, *Tspan6*^**4**^	**1** cell migration and proliferation, **2** angiogenesis, **3** heart valve development, **4** inhibition of innate immune response
J1	*Ubtd2*, *Cmtm3*, Arpc5, Adam19^**1**^, *Nras*, *Evl*	**1** heart valve and septum development
J2	*Rnf144a*^**1**^, *Esam*^**2**^, *Galnt16*, *Ets2*^**2**^, *Chst1*	**1** cell migration, **2** angiogenesis
J3	*Nrep*^**1**^, *Prcp*^**2**^, *Fmnl3*^**2**^, *Dusp6*^**3**^, *Lasp1*^**1**^	**1** cell migration, **2** angiogenesis, **3** inhibition of cardiomyocyte proliferation
J4	*Bcl6b*^**1**^, *Robo4*^**1**^, *Egr1*^**1**^	**1** angiogenesis
A1	*Rpl3l*, *Ckmt2*, *Dnajc21*, *Sdr39u1*, *Hspb8*^**1**^, *Myl12a*, *Mvp*, *Eif4e3*, *Cebpg*	**1** activator of nuclear and mitochondrial functions of STAT3
A2	*Phyhd1*, *Gstk1*^**1**^, *Dnajc28*, *Txlnb*, *Scube2*^**2**^, *Zfp106*, *Oma1*^**3**^, *Slc4a3*, *Ppm1k*^**4**^, *Pxmp2*^**5**^, *Pcca*^**6**^	**1** detoxification of xenobiotic compounds and lipid peroxide products, **2** maintenance of the adult coronary vasculature, **3** mitochondrial quality control, **4** regulation of mitochondrial membrane permeability transition pore opening and regulation of Bckdha activity, **5** peroxisomal channel, **6** catabolism of branched-chain amino acids and fatty acids
A3	*Tango2*, *Xirp2*^**1**^, *Lpl*^**2**^, *Il15*^*3*^, *Cmya5*^**4**^, *Hrc*^**5**^, *Coq10a*, *Klhdc1*, *Rab11fip3*, *Bckdha*^**6**^, *Cpeb3*, *Pkia*^**7**^	**1** intercalated disc maturation, **2** lipid metabolism, **3** protection from oxidative stress, **4** myofibrillogenesis, **5** calcium homeostasis, **6** branched-chain amino acid metabolism, **7** regulation of heartbeat
A4	*Psme4*^**1**^, *Prodh*^**2**^, *Ank1*, *Lrg1*^**3**^, *Chpt1*, *Lyz1*^**4**^, *Mavs*^**4**^	**1** maintenance of mitochondrial function, **2** protection from oxidative stress, **3** angiogenesis, **4** innate immune response
A5	*Hist1h2bk*^**1**^, *Dpep1*	**1** plasminogen receptor
A6	*Acadm*^**1**^, *Snrpn*^**2**^, *Klf9*, *Pex11a*^**3**^	**1** fatty acid β-oxidation, **2** regulation of mitochondrial gene expression, **3** regulation of peroxisome elongation and division
A7	n.d.	
AT1	*Ppm1g*^**1**^, *Ap2a1*	**1** pre-mRNA splicing
AT2	n.d.	
AT3	*Asph*^**1**^, *Dysf*^**2**^, *Slc44a2*	**1** regulation of SR Ca release and contractility, **2** cardiomyocyte membrane repair

Hub genes ranked in top 5% are shown. In clusters A7 and AT2, hub gene was not able to be determined because the scale-free topology criterion was not satisfied in networks of these clusters (see text for details). n.d.: not determined.

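*Esam*, an adhesion molecule of endothelial cells, rose from 11.21 ± 0.19 at P1 to 11.98 ± 0.06 at P7 (SD, n = 3 each, adjusted p = 2.83e-06, limma) and fell by 1.10 on the log2 scale between P14 and P30 (adjusted p = 6.03e-09). The transcription factor *Ets2* rose from 11.12 ± 0.07 to 11.87 ± 0.07 in the first week (adjusted p = 4.65e-06). *Bcl6b*, a transcriptional repressor of endothelial cells, went from 7.60 ± 0.13 at P1 to 8.63 ± 0.14 at P14 and 7.69 ± 0.15 at P30 (adjusted p = 2.41e-10 for the rise and 3.95e-09 for the fall). *Robo4*, a guidance receptor that stabilises vessels, followed with 9.88 ± 0.08, 10.70 ± 0.04 and 9.96 ± 0.08 at these ages (adjusted p = 7.91e-10 and 1.33e-08). *Egr1*, an immediate early zinc finger factor, had the widest swing, from 10.33 ± 0.44 at P1 through 12.09 ± 0.34 at P7 to 13.01 ± 0.23 at P14 and back to 9.68 ± 0.37 at P30 (adjusted p = 1.21e-08 from P1 to P14 and 7.81e-10 from P14 to P30). *Prcp*, a serine carboxypeptidase, and *Fmnl3*, a formin, gained 0.55 and 0.50 on the log2 scale in the first week (adjusted p = 4.33e-04 and 2.13e-04), which is under 1.5-fold, and fell by 1.12 and 0.86 from P14 to P30. By connectivity, *Bcl6b*, *Robo4* and *Egr1* held the ranks 1, 2 and 3 among 52 genes of J4, *Esam* and *Ets2* ranked 3 and 10 among 92 genes of J2, and *Prcp* and *Fmnl3* ranked 4 and 7 among 95 genes of J3.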

In the juvenile clusters, hub genes whose biological functions are implicated in angiogenesis dominated (Table 2): *Esam* [80] and *Ets2* [81] in cluster J2, *Prcp* [82] and *Fmnl3* [83] in cluster J3, *Bcl6b* [84], *Robo4* [85], and *Egr1* [86] in cluster J4. In addition to the angiogenesis-related genes, a gene involved in heart valve and septum development (*Adam19* [87] in cluster J1) was also identified as a juvenile cluster hub gene. 

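*Adam19*, a membrane-bound metalloprotease, went from 9.31 ± 0.40 at P1 to 9.93 ± 0.08 at P7 (SD, n = 3 each, log2 change 0.62, standard error 0.14, adjusted p = 0.0016, limma), was back at 9.29 ± 0.11 at P14, and fell to 8.24 ± 0.15 at P30 (log2 change from P14 -1.04, adjusted p = 1.74e-06). It ranked 4 of 108 by connectivity in J1. The control arrays of P1 spread widely for this gene, and its rise to P7 was under 1.5-fold without control P1 replicate 2 (0.48, adjusted p = 0.0223) or without control P1 replicate 3 (0.53, adjusted p = 0.0156).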

Interestingly, a hub gene in cluster J3 (*Dusp6*) is reported to have an inhibitory effect in cardiomyocyte proliferation [88], suggesting that this gene could be a key negative regulator of cardiomyocyte proliferation.

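*Dusp6*, a phosphatase that switches off the MAP kinase ERK, stood at 10.10 ± 0.12 at P1 and 10.53 ± 0.07 at P7 (SD, n = 3 each), a log2 difference of 0.43 that did not pass the thresholds (standard error 0.13, adjusted p = 0.0155, limma). From P14 to P30 it fell from 10.36 ± 0.02 to 9.45 ± 0.18 (adjusted p = 4.59e-06). Its connectivity ranked 8 of 95 in J3.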

Many of the hub genes identified in the adult gene clusters (A1-A7; Table 2) encode genes involved in metabolism, including mitochondrial enzymes and coenzymes for lipid metabolism (*Pcca* [89] in cluster A2, *Lpl* [90] in cluster A3 and *Acadm* [91] in cluster A6) and amino acid metabolism (*Pcca* [89] in cluster A2 and *Bckdha* [92] in cluster A3). Also related to mitochondrial function, the following are identified as hub genes: protection of mitochondria from oxidative stress (*Gstk1* [93] in cluster A2 and *Prodh* [94] in cluster A4), regulating mitochondrial gene expression (*Snrpn* [95] in cluster A6), and regulating/maintaining mitochondrial functions (*Hspb8* [96] in cluster A1, *Oma1* [97] and *Ppm1k* [98, 99] in cluster A2, and *Psme4* [100] in cluster A4). 

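*Lpl*, the lipoprotein lipase that frees fatty acids for uptake, rose from 13.66 ± 0.02 to 15.41 ± 0.03 between P1 and P60 (SD, n = 3 each, log2 change 1.74, standard error 0.093, adjusted p = 4.21e-15, limma). *Acadm*, the medium-chain acyl-CoA dehydrogenase of β-oxidation, rose from 13.67 ± 0.13 to 14.89 ± 0.02 (log2 change 1.22, standard error 0.081, adjusted p = 5.48e-13). *Pcca*, a subunit of propionyl-CoA carboxylase, rose from 8.33 ± 0.08 to 9.65 ± 0.08 (log2 change 1.32, standard error 0.091, adjusted p = 9.19e-13), and *Bckdha*, a subunit of the dehydrogenase that breaks down branched-chain amino acids, from 9.35 ± 0.23 to 11.47 ± 0.09 (log2 change 2.13, standard error 0.101, adjusted p = 3.81e-16). By connectivity, *Lpl* ranked 5 and *Bckdha* 15 among 233 genes of A3, *Acadm* 3 of 78 in A6 and *Pcca* 26 of 211 in A2.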

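*Gstk1*, a mitochondrial and peroxisomal glutathione transferase, rose from 8.79 ± 0.12 to 11.80 ± 0.05 between P1 and P60 (SD, n = 3 each, 8.04-fold, adjusted p = 2.39e-19, limma), and the small heat shock protein *Hspb8* from 11.11 ± 0.25 to 14.15 ± 0.07 (8.21-fold, adjusted p = 3.48e-16). *Ppm1k*, the phosphatase that activates breakdown of branched-chain amino acids, rose from 9.26 ± 0.17 to 10.92 ± 0.08 (adjusted p = 5.02e-12), the protease *Oma1* of the inner mitochondrial membrane from 9.04 ± 0.14 to 10.32 ± 0.02 (adjusted p = 5.72e-13), and *Snrpn*, a protein of small nuclear ribonucleoproteins, from 10.54 ± 0.18 to 11.49 ± 0.08 (adjusted p = 4.62e-08). The proteasome activator *Psme4* and the proline dehydrogenase *Prodh* rose by 1.47 and 1.22 on the log2 scale (adjusted p = 1.24e-12 and 3.78e-11). *Snrpn* had the highest connectivity of the 78 genes of A6 and *Hspb8* the rank 2 of 165 in A1. In A2, *Gstk1*, *Oma1* and *Ppm1k* ranked 3, 4 and 14 of 211, and in A4, *Psme4* and *Prodh* ranked 5 and 12 of 122.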

The adult cluster hub genes described above not only confirm that metabolic conversion is essential for the functional maturation of the postnatal heart, but also identify for the first time the temporal dynamics of this conversion (Fig 1C).

The genes in adult clusters A4 and A5 exhibited the highest expression level at one month after birth instead of two months as the other adult clusters (Fig 1C). 

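All 122 genes of A4 and all 40 of A5 had their highest median at P30. These clusters were drawn from the same arrays, so their P30 peak is not independent evidence. In A4 the mean scaled expression was 1.36 at P30 and 0.49 at P60, and in A5 it was 1.49 and 0.04. Genes of A4 rose between P14 and P30 and moved less after it. *Psme4* rose by 1.14 on the log2 scale between P14 and P30 (adjusted p = 2.19e-09, limma) and differed by -0.32 between P30 and P60 (adjusted p = 0.0266), which did not pass the thresholds. *Prodh* rose by 1.00 (adjusted p = 1.36e-08) and then differed by -0.38 (adjusted p = 0.0075), which is under 1.5-fold. *Dpep1*, a membrane dipeptidase and a hub gene of A5 in the paper, fell by 0.70 on the log2 scale from P30 to P60 (adjusted p = 1.13e-05).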

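*Lyz1*, an antimicrobial lysozyme, rose from 11.17 ± 0.01 at P14 to 12.88 ± 0.19 at P30 (SD, n = 3 each, log2 change 1.71, standard error 0.146, adjusted p = 1.03e-09, limma) and fell to 12.18 ± 0.02 at P60 (adjusted p = 9.36e-04), a fall that its second probe did not show (-0.03, adjusted p = 0.9089). *Mavs*, the mitochondrial adaptor of RNA virus sensing, rose from 8.30 ± 0.15 to 9.29 ± 0.07 (adjusted p = 1.37e-09), and the histone gene *Hist1h2bk* from 7.64 ± 0.06 to 8.98 ± 0.03 (adjusted p = 4.30e-12). From P30 to P60, *Mavs* and *Hist1h2bk* differed by -0.38 and -0.46 on the log2 scale (adjusted p = 0.0022 and 4.01e-04), both under 1.5-fold. *Lyz1* had rank 1 of 122 and *Mavs* rank 28 of 122 by connectivity in A4, and *Hist1h2bk* rank 4 of 40 in A5. Without control P30 replicate 2, the fall of *Lyz1* from P30 to P60 was -0.61 with an adjusted p of 0.0104.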

Interestingly, some of the hub genes in these two clusters have functions in innate immune response (*Lyz1* [101] and *Mavs* [102] in cluster A4, and *Hist1h2bk* [103] in cluster A5) (Table 2), suggesting that innate immune response may be necessary for the functional maturation of the young adult heart. Cluster A4 also contains a hub gene which is involved in angiogenesis (*Lrg1* [104]). This is quite intriguing because the rest of angiogenesis-related hub genes were found in the juvenile clusters. In addition, one of the hub genes in cluster A2, *Scube2*, is also implicated in maintenance of the adult coronary vasculature [105, 106]. Therefore, these two blood vessel-related genes may play an important role in the coronary vessel maintenance in the adult heart.

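*Lrg1*, a secreted glycoprotein that promotes vessel growth through TGF-β signalling, rose from 8.94 ± 0.09 at P14 to 10.08 ± 0.12 at P30 (SD, n = 3 each, log2 change 1.14, standard error 0.1, adjusted p = 1.63e-09, limma). At P60 it stood at 9.80 ± 0.12, a difference of -0.28 from P30 that did not pass the thresholds (adjusted p = 0.0457). It ranked 2 of 122 by connectivity in A4.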

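*Scube2*, a secreted and membrane-tethered protein of endothelial cells, rose from 7.26 ± 0.13 to 8.70 ± 0.06 between P1 and P60 (SD, n = 3 each, 2.71-fold, standard error of the log2 change 0.067, adjusted p = 2.47e-16, limma), and ranked 10 of 211 by connectivity in A2.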

### Identification of differentially expressed (DE) genes reveals a potential role of Sox6 in the suppression of cell proliferation in the postnatal heart

We have previously reported that Sox6 likely plays a role in postnatal heart function [18]. Mice homozygous for a Sox6 null mutation die within two weeks after birth and presented cardiac arrhythmia [18]. To investigate the function of Sox6 in postnatal heart development, we determined differentially expressed (DE) genes between the Sox6 KO (Sox6^loxp/loxp^; MCK-Cre), in which Sox6 is genetically ablated in both skeletal muscle and heart, and the control mice (MCK-Cre) hearts during postnatal development. 

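The 15 Sox6 KO ventricles (Sox6 loxp/loxp; MCK-Cre), 3 at each age, were compared with the 3 control ventricles of the same age on the same bead arrays, in the limma fit that holds all 30 arrays and the 10 group means. Adjusted p-values were taken over all 17997 tested probes for each age by itself. No tested probe is named Sox6, so the level of the targeted transcript was not measured here, and the loss of Sox6 rests on the RT-qPCR of the paper. The paper states that male mice were used, and no probe is named Xist or a Y-linked gene, so their sex could not be checked on the arrays. On the KO arrays the median number of detected probes was 17637 at P1 (range 17225 to 17881), 17482 at P7 (17316 to 17605), 15940 at P14 (15463 to 16095), 15146 at P30 (14796 to 15171) and 14248 at P60 (13997 to 14920). Their median intensity was 114.4 at P1, 115.6 at P7, 109.5 at P14, 125.2 at P30 and 99.4 at P60. A KO effect that differs between ages was tested over all probes with the interaction term of the fit, which was at an adjusted p under 0.01 for 1122 probes (6.2%), but for only 141 without replicate 2 and 173 without replicate 3.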

The inactivation of Sox6 by MCK-Cre in the cardiac muscle did not show any noticeable change in gross morphology in the heart (data not shown). Reduction of *Sox6* mRNA levels in the postnatal heart of Sox6 KO mice were confirmed by RT-qPCR (S5 Fig). 

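At P1 the KO ventricle had higher *Pam*, an enzyme that amidates peptide hormones (2.67 on the log2 scale, adjusted p = 2.24e-12, limma, detected on 2 of the 3 control arrays), and lower *Hspb7*, a small heat shock protein of the heart (-3.00, adjusted p = 0.0039), whose KO arrays spread widely (SD 1.81, n = 3) and which did not pass in a fit to the P1 arrays alone or without the detection filter. At P7 it had higher *Mylk3*, the kinase of the cardiac regulatory light chain (2.18, adjusted p = 2.18e-05), and lower *Arrdc3*, an arrestin that restrains β-adrenergic signalling (-1.77, adjusted p = 3.08e-06). At P14 the growth factor *Fgf1* (2.39, adjusted p = 3.68e-05) and the insulin receptor substrate *Irs2* (1.68, adjusted p = 1.05e-04) were higher, and the amino acid transporter *Slc38a2* was lower (-1.57, adjusted p = 1.62e-07). At P30, *Fgf1* was still higher (2.36, adjusted p = 2.95e-05), *Fah*, the last enzyme of tyrosine breakdown, was lower (-1.96, adjusted p = 2.29e-12), and so was *Acta1* (-1.41, adjusted p = 0.0019), which did not pass without control P30 replicate 1 or without KO P30 replicate 2. At P60, *Cyfip2*, a regulator of actin assembly, was higher (1.69, adjusted p = 1.94e-10), and *Acta1* (-1.88, adjusted p = 8.50e-05) and *Scn4b* (-1.41, adjusted p = 3.63e-08) were lower. In counts, 304 probes were higher and 234 lower in the KO ventricle at P1, 158 and 83 at P7, 95 and 50 at P14, 149 and 119 at P30, and 106 and 82 at P60. Which side is the larger at P30 and P60 depends on the scaling, since median scaling gave 94 higher and 152 lower at P30 and 58 and 82 at P60. With 1 array left out, the lower probes numbered from 152 to 372 at P1 and from 52 to 81 at P7. The P1 arrays spread more than those of later ages (0.159 against 0.108 to 0.13 in root mean variance). A fit to the 6 arrays of P1 alone, which also changes the normalization and the degrees of freedom, called 54 probes higher and 18 lower, and which of these lowers the count was not tested.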

Differential gene expression analysis and GO term enrichment analysis revealed substantial number of DE genes and associated GO terms at each postnatal age (Table 3; see S4 Table for a full list of DE genes). Further analysis indicated that the Sox6 binding motif is significantly enriched in the promoter regions of upregulated genes at P7, P30, and P60 as well as downregulated genes at P14 and P30 (S6 Fig), suggesting possible direct regulation of many of the DE genes by Sox6 at these postnatal ages in the murine heart. In these DE genes at P7, genes associated with GO terms for cell proliferation such as cell cycle, cell division, organelle fission, nuclear division, and mitosis (e.g. *Ccnb1*, *Ccnd1*, *Cdc20*, *Cdca8*, and *Cdk1*) were significantly upregulated in the Sox6 KO ventricle. 

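Genes that drive entry into mitosis and the separation of chromosomes were higher in the P7 KO ventricle. The cyclin *Ccnb1* went from 8.13 ± 0.17 in control to 9.08 ± 0.10 in KO ventricles (SD, n = 3 each, log2 change 0.95, standard error 0.095, adjusted p = 1.23e-07, limma) and its kinase *Cdk1* from 8.74 ± 0.07 in control to 9.57 ± 0.11 in KO ventricles (adjusted p = 7.07e-08). *Cdc20*, an activator of the anaphase-promoting complex, went from 8.51 ± 0.19 in control to 9.50 ± 0.19 in KO ventricles (adjusted p = 1.09e-06), *Cdca8*, a subunit of the chromosomal passenger complex, from 8.03 ± 0.09 in control to 8.91 ± 0.07 in KO ventricles (adjusted p = 7.53e-06), and *Prc1* from 9.74 ± 0.17 in control to 10.83 ± 0.06 in KO ventricles (adjusted p = 2.31e-07). Of 18 measured genes of mitosis, 16 were higher and none was lower at P7 (17 higher when adjusted over the list alone, median log2 change 0.81), and 17 were higher at P1 (18 when adjusted over the list alone, median 0.54), while none passed at P14, 1 was lower at P30 (5 when adjusted over the list alone) and 1 was higher at P60. Of these genes, 16 carry a name here only because the paper lists them as changed, so the count describes genes the study selected on these arrays and is not independent evidence. Of 7 genes of DNA replication named apart from that table, 3 were higher and none was lower at P7 (5 higher when adjusted over the list alone, camera, adjusted p = 1.33e-04, and adjusted p = 0.0772 with an estimated correlation), namely *Mcm5*, *Fen1* and *Rfc5*, by 0.54, 0.38 and 0.29. *Fen1* and *Rfc5* did not pass without control P7 replicate 3, nor *Rfc5* without KO P7 replicate 3. Other genes moved in the same hearts. Of 12 macrophage genes, 7 were lower and none was higher (11 lower when adjusted over the list alone), and of 9 genes of MHC class I antigen presentation, 5 were lower and none was higher (6 lower when adjusted over the list alone), among them *H2-K1* (-1.08, adjusted p = 6.22e-04), whose probe the processed table names *H2-K2* and which did not pass the threshold for single probes without control P7 replicate 2. Against all other named genes, the shift had an adjusted p of 1.24e-08 in camera for the macrophage list (adjusted p = 0.0713 with an estimated correlation) and 1.17e-06 for the MHC class I list (adjusted p = 0.1067 with an estimated correlation). Of 8 erythroid genes, 1 was higher, the transferrin receptor *Tfrc* (0.93, adjusted p = 9.12e-04), and 1 was lower, the peroxiredoxin *Prdx2* (-0.27, adjusted p = 0.0410; 2 higher and 2 lower when adjusted over the list alone). *Slc4a1*, the anion exchanger of red cells, which is named only through the paper's table, was higher by 1.13 (adjusted p = 0.0058). Of these red cell genes, *Slc4a1* did not pass without KO P7 replicate 1 and *Prdx2* did not pass in most of the other settings, while a second *Prdx2* probe was higher (0.78, adjusted p = 0.0031). The X-linked genes *Kdm6a* and *Eif2s3x*, which escape X inactivation in females, differed by -0.72 and -0.64 on the log2 scale (adjusted p = 0.0020 and 0.0046, neither of which passed without KO P7 replicate 1; second *Kdm6a* probe -0.92, adjusted p = 2.53e-05), and the third named gene of this kind, *Ddx3x*, did not pass (-0.16, adjusted p = 0.6250).

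**Figure D3:**
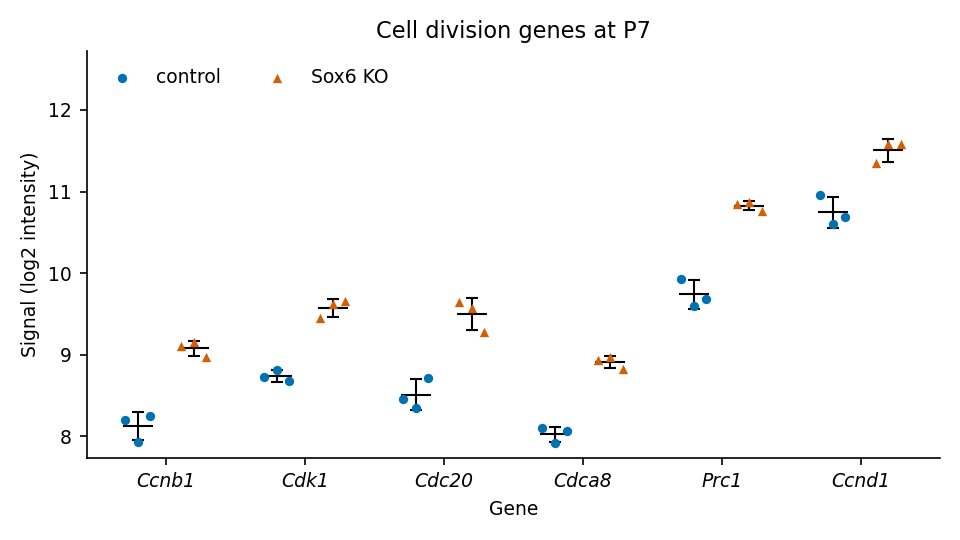
Log2 signal (y axis) of genes of cell division (x axis) at P7 in control (blue circles) and Sox6 KO (orange triangles) ventricles, with a point per array (n = 3) and bars for the mean ± SD. Each gene is higher in the KO ventricle, *Prc1* by 1.09 and *Ccnd1* by 0.76 on the log2 scale.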

Since cardiomyocyte proliferation ceases a few days after birth [6, 51, 52], the high expression of genes involved in cell proliferation in the Sox6 KO heart suggested that cell division and/or nuclear division might be still active at P7 in the absence of Sox6 function.

**Table 3:** DE genes between control and Sox6 KO hearts.

Age	Category	# of DE probes	GO term (*p*-value)
P1	KO>Control	30	protein complex subunit organization (7.9X10^-3^)
	Control>KO	16	mitochondrion (5.3X10^-4^)
P7	KO>Control	147	cell cycle (6.5X10^-10^), cell division (2.7X10^-9^), organelle fission (3.5X10^-9^), nuclear division (1.2X10^-8^), mitosis (1.2X10^-8^)
	Control>KO	93	antigen processing and presentation (8.9X10^-4^)
P14	KO>Control	75	n.e.
	Control>KO	43	programmed cell death (2.2X10^-3^), regulation of cell division (7.7X10^-3^)
P30	KO>Control	109	sarcomere (2.4X10^-3^), cell differentiation (3.0X10^-3^)
	Control>KO	76	extracellular matrix (1.9X10^-6^), extracellular region (4.5X10^-5^), basement membrane (4.7X10^-4^)
P60	KO>Control	59	n.e.
	Control>KO	39	n.e.

GO terms representing specific biological processes or cellular components were shown up to 5 terms per category. n.e.: no enrichment of specific GO term.

To test this hypothesis, we compared the mRNA levels of a well-defined marker for active cell cycle, cyclin D1 (*Ccnd1*) [107], between Sox6 KO, control and wild type (WT) hearts at P7. We chose *Ccnd1* among a number of cell cycle-related genes because it is implicated as a direct target of Sox6 [23, 108] and is found to be differentially expressed in our microarray dataset (S4 Table). 

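*Ccnd1*, the cyclin that carries cells through the first gap phase of the cell cycle, went from 10.74 ± 0.19 in control to 11.50 ± 0.14 in KO ventricles at P7 (SD, n = 3 each, log2 change 0.76, standard error 0.126, adjusted p = 2.64e-04, limma). Its second probe differed by 0.85 (adjusted p = 3.66e-04). At P1 the probe that the paper lists differed by 0.46 (adjusted p = 0.0120), which did not pass the thresholds, and the second probe by 0.23 (adjusted p = 0.3139). From P14 on, *Ccnd1* did not pass the test, with 0.25 at P14, -0.21 at P30 and 0.06 at P60 (adjusted p = 0.4141, 0.3845 and 0.8865).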

As shown in Fig 2, *Ccnd1* mRNA level was significantly higher at P7 in the Sox6 KO heart compared to WT and control hearts, corroborating our microarray result. Our result also suggests that the control (MCK-Cre) heart and wild type (C57BL/6) heart may have no difference in terms of cell cycle progression in the early postnatal heart. These results indicate that, as suggested by the increased transcription of genes promoting cell proliferation, cell cycle progression is still occurring as late as P7 in the Sox6 KO heart. This led us to investigate whether the Sox6 KO heart presents cell proliferation at P7 at which normally hyperplasic growth is already ceased and hypertrophic growth is dominant in the heart. We performed phospho-histone H3 (P-H3) staining, which specifically marks any type of cells in the cell cycle phases between G2/M and anaphase [109, 110], using the ventricular myocardium of Sox6 KO mice and wild type mice. As shown in Fig 3, the loss of Sox6 protein caused a significant increase in the number of stained cells. Namely, wild type heart exhibited no discernable P-H3 staining at P7, while the Sox6 KO heart exhibited, albeit at a low level, P-H3 positive cells consistently (Fig 3). These results suggest that at P7 in the Sox6 KO heart, more mitotic cells exist compared to the wild type heart, and therefore that Sox6 possibly has a suppressive role in cell cycle progression in the early postnatal heart.

**Fig 2:**
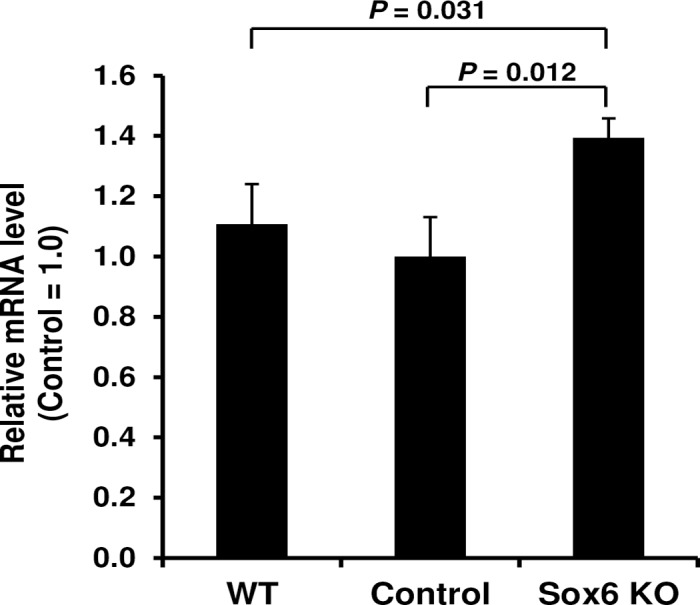
Cyclin D1 is upregulated in the Sox6 KO heart at postnatal day 7. Total RNA was extracted from ventricles of wild type (WT), control and Sox6 KO mice at postnatal day 7 (P7), and the mRNA level of cyclin D1 (*Ccnd1*) was quantified by RT-qPCR. Data are normalized for those from control mice and represented as mean ± s.d. (*n* = 3).

**Fig 3:**
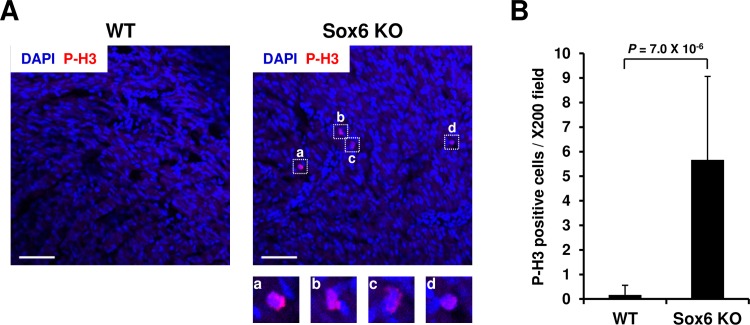
Sox6 KO mice still contain proliferating cells in the ventricle at postnatal day 7. (A) Representative views of immunofluorescence images from wild type (WT) and Sox6KO (Sox6^f/f^; MCK-Cre) ventricles. Cryosections of postnatal day 7 (P7) ventricles from WT and Sox6KO mice were stained with antibody against phosphorylated histone H3 (P-H3) (red) and DAPI (blue). Magnified views of P-H3 positive cells (a-d) were also shown for the Sox6 KO cryosection. Scale bars: 50 μm. (B) Quantification of P-H3 positive cells. P-H3 positive cells were counted on WT and Sox6 KO immunofluorescence images (12 images each) and represented as mean ± s.d. per X200 field covering approx. 0.4 mm^2^ (630 μm X 630 μm).

### DE hub genes in the Sox6 KO heart predict additional roles of Sox6 in postnatal heart development

Functional annotation of the Sox6 KO heart transcriptomes identified GO terms significantly enriched in the DE genes between the Sox6 and control hearts (Table 3). To better infer possible functions of Sox6 in postnatal heart development, we focused our analysis on the hub genes identified for the control heart (Table 2) and compared their expression levels with those in the Sox6 KO heart. It was found that six hub genes identified for the control heart are differentially expressed in Sox6 KO heart (Table 4). Among these, *Egr1* in cluster J4 (Table 2), which is involved in angiogenesis [86], cardiac hypertrophy [111], and cardioprotection [112], demonstrated significantly decreased expression at P7 and P14 in the Sox6 KO hearts compared to control (Fig 4A). 

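*Tubb2b*, a β-tubulin of growing cells, was higher at P7, with 10.45 ± 0.02 in control and 11.42 ± 0.07 in KO ventricles (SD, n = 3 each, log2 change 0.97, standard error 0.122, adjusted p = 4.71e-06, limma), and its other probes differed by 0.57 and 0.70. *Klf9*, a Krüppel-like factor induced by glucocorticoids and thyroid hormone, was higher at P1, with 9.82 ± 0.02 in control and 11.18 ± 0.30 in KO ventricles (log2 change 1.37, adjusted p = 5.14e-09; second probe 1.21, adjusted p = 1.06e-06), and at P30 (0.64, adjusted p = 6.04e-04; second probe 0.44, adjusted p = 0.0509). At P7 it was lower under 1.5-fold (-0.52, adjusted p = 0.0050; second probe -0.41, adjusted p = 0.0913). *Hspb8* was lower at P30, with 14.07 ± 0.13 in control and 13.37 ± 0.31 in KO ventricles (log2 change -0.69, adjusted p = 0.0023), which did not pass without control P30 replicate 1 (adjusted p = 0.0191) or without KO P30 replicate 2 (0.0320). Other hub genes of the paper passed both thresholds in the fit that holds all arrays. At P1 these were the mitochondrial creatine kinase *Ckmt2* (-1.12, adjusted p = 1.84e-08), the sterol oxidase *Msmo1* (-0.87, adjusted p = 1.46e-06), *Txlnb*, a taxilin of muscle (-0.64, adjusted p = 4.90e-05), *Nrep* (-0.59, adjusted p = 0.0080) and the histone gene *Hist1h2ae* (0.80, adjusted p = 0.0018). In a fit to the P1 arrays alone none of these P1 differences passed, and *Nrep* passed in no other setting than the looser threshold. *Hist1h2ae* was lower at P30 (-0.76, adjusted p = 0.0053), and *Prodh* was lower at P60, with 8.46 ± 0.15 in control and 7.79 ± 0.27 in KO ventricles (log2 change -0.67, adjusted p = 6.39e-05). Neither of these differences passed in a fit to the arrays of its age alone.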

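*Egr1* went from 12.09 ± 0.34 in control to 10.91 ± 0.17 in KO ventricles at P7 (SD, n = 3 each, log2 change -1.18, standard error 0.28, adjusted p = 0.0092, limma) and from 13.01 ± 0.23 in control to 11.41 ± 0.57 in KO ventricles at P14 (log2 change -1.60, standard error 0.28, adjusted p = 7.23e-04). At the other ages it did not pass, with -0.28 at P1, 0.01 at P30 and 0.39 at P60 (adjusted p = 0.5616, 0.9946 and 0.5381). The effect of the KO on *Egr1* differed between ages (interaction, adjusted p = 0.0033, limma). *Fos*, a subunit of the AP-1 transcription factor, differed by -1.37 at P7 (adjusted p = 0.0113), short of the threshold for single probes. Of 14 other named immediate early genes, 2 were lower and none was higher at P7, *Egr1* and *Dusp1* (-0.71; 4 lower when adjusted over the list alone, camera, adjusted p = 0.0128, and adjusted p = 0.2777 with an estimated correlation). The P7 difference of *Egr1* is the weaker one, and without 1 array at a time its adjusted p reached up to 0.0715, while that of P14 reached 0.0133 when KO P14 replicate 2 was left out.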

Since expression of genes promoting angiogenesis was significantly upregulated during the juvenile stage (Tables 1 and 2), the reduced expression of *Egr1* may have a functional consequence. To further investigate the behavior of juvenile cluster angiogenesis genes in the Sox6 KO heart, we mapped information of GO terms and changes in gene expression detected in the Sox6 KO heart on a gene co-expression network of cluster J4. Genes related to the GO terms vasculature development and cell differentiation (*Cyr61*, *Edn1*, and *Egr1*) were downregulated in the Sox6 KO heart (Fig 4B), suggesting that the loss of Sox6 in the heart might delay maturation of blood vessels due to the reduced expression level of *Egr1*. 

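At P14, *Cyr61*, a matricellular protein that acts on endothelial cells, was lower in the KO ventricle, with 9.05 ± 0.17 in control and 7.77 ± 0.25 in KO ventricles (SD, n = 3 each, log2 change -1.28, standard error 0.155, adjusted p = 4.39e-06, limma). *Edn1*, the vasoconstrictor peptide endothelin 1, was lower too, with 8.56 ± 0.22 in control and 7.72 ± 0.07 in KO ventricles (log2 change -0.84, standard error 0.111, adjusted p = 1.86e-05). At P7 neither passed the test (-0.50, adjusted p = 0.0557, for *Cyr61* and 0.07, adjusted p = 0.8505, for *Edn1*). The hub genes *Bcl6b* and *Robo4* of the same cluster did not pass at P14 (-0.25 and -0.15, adjusted p = 0.1367 and 0.3851). *Cyr61*, *Edn1* and *Egr1* belong to the immediate early list, of which 4 of 14 genes were lower at P14 and none was higher (7 lower and 1 higher when adjusted over the list alone, camera, adjusted p = 7.85e-06, and adjusted p = 0.0849 with an estimated correlation), with *Jun* as the fourth (-0.41, adjusted p = 0.0338). Of 31 genes of the endothelium, 1 was lower at P14 (*Ets2*, -0.42) and 1 was higher (*Hey1*, 0.43; 5 and 1 when adjusted over the list alone, median -0.16, camera, adjusted p = 0.0041, and adjusted p = 0.2143 with an estimated correlation). At P7, 3 were lower and none was higher, namely *Cldn5* (-0.69, adjusted p = 0.0055), *Tie1* (-0.38) and *Ets2* (-0.36; 4 lower when adjusted over the list alone, camera, adjusted p = 0.0015, and adjusted p = 0.1913 with an estimated correlation). At P30, 10 were lower and none was higher (11 lower when adjusted over the list alone, camera, adjusted p = 1.13e-05, and adjusted p = 0.0958 with an estimated correlation), among them the transcription factors *Sox18* (-0.73, adjusted p = 4.90e-04) and *Sox7* (-0.55). The lists were not tested against each other. Between pairs of ages, the lowest adjusted p for a difference in KO effect on the endothelial list was 3.06e-05 (camera, P30 and P60, and adjusted p = 0.1120 with an estimated correlation). For the immediate early list it was 2.23e-07 (camera, P14 and P30, and adjusted p = 0.0726 with an estimated correlation). Neither difference holds with the estimated correlation.

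**Figure D4:**
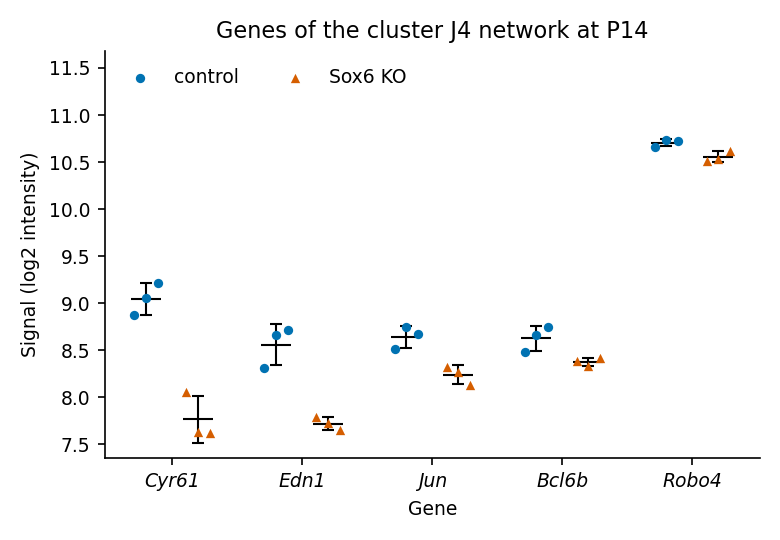
Log2 signal (y axis) of genes of cluster J4 (x axis) at P14 in control (blue circles) and Sox6 KO (orange triangles) ventricles, with a point per array (n = 3) and bars for the mean ± SD. *Cyr61* and *Edn1* are lower in the KO ventricle (log2 change -1.28 and -0.84), whereas the log2 changes of *Bcl6b* and *Robo4* are -0.25 and -0.15 and did not pass the test.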

Our data is in agreement with the report showing that overexpression of miR-499, which targets Sox6 and reduces its expression, resulted in a decrease in the *Egr1* transcript level [113]. Together, these observations suggest that Sox6 may positively regulate the expression of *Egr1* to regulate maturation of blood vessels in the postnatal heart.

**Fig 4:**
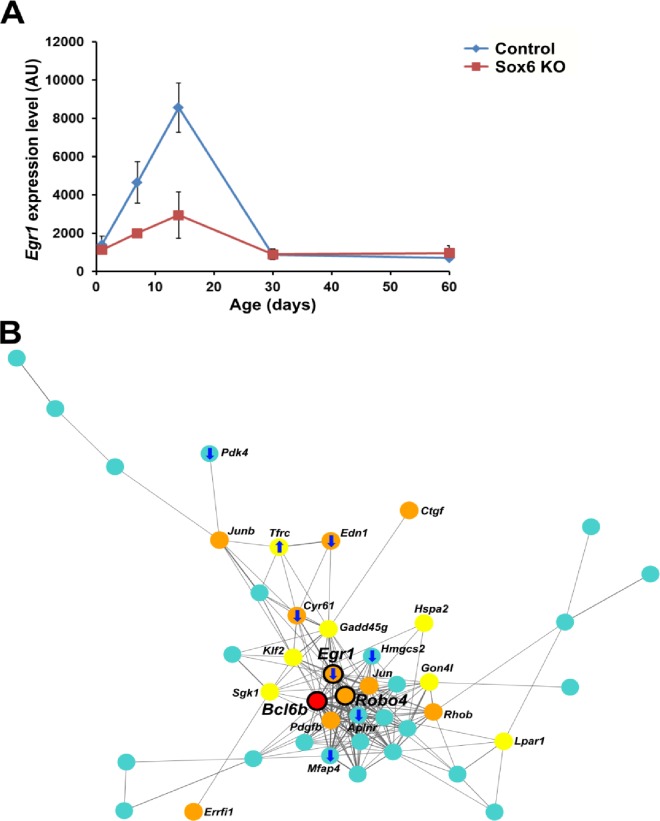
*Egr1* is downregulated in the Sox6 KO heart. (A) Differential expression of *Egr1* in control and Sox6 KO hearts revealed by our microarray analysis. AU: arbitrary unit. (B) A weighted gene co-expression network of the cluster J4. A core network module with a 0.05 minimum connectivity is demonstrated together with information on gene functions (GO terms) and gene expression. Genes related to vasculature development (GO:0001944), cell differentiation (GO:0030154) and both are shown in red, yellow, and orange, respectively, while other genes are shown in sky blue. Identified hub genes are indicated by black outlines with larger labels. One of the hub genes (*Bcl6b*) is also shown in red because it is known to be involved in angiogenesis (see text). The width of edges (lines between genes) reflects the strength of TOM-based connectivity between genes (i.e. the degree of co-expression). Directions of expression change at P7 and/or P14 in the Sox6 KO heart are indicated by arrows.

**Table 4:** DE hub genes in the Sox6 KO heart.

Gene	Cluster	Fold change in Sox6 KO	Known/potential function in the heart
*Tubb2b*	N2	1.9 (P7)	Unknown
*Egr1*	J4	0.4 (P7), 0.3 (P14)	Angiogenesis, hypertrophy, cardioprotection
*Hspb8*	A1	0.6 (P30)	activator of nuclear and mitochondrial functions of STAT3
*Il15*	A3	0.6 (P7)	Protection from oxidative stress
*Lyz1*	A4	0.7 (P7), 0.6 (P30)	innate immune response
*Klf9*	A6	2.5 (P1)	Unknown

DE hub genes were also found in the adult clusters. For example, the expression level of *Il15* in adult cluster A3 was found to be decreased at P7 in the Sox6 KO heart (Table 4). It has been recently demonstrated that *Il15* protects cardiomyocytes from oxidative stress [114], suggesting that *Il15* could be involved in protection from oxidative stress during postnatal heart development, and Sox6 could be a positive regulator of *Il15* in the early postnatal heart. 

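*Il15*, a cytokine made by muscle and by myeloid cells, went from 9.53 ± 0.06 in control to 8.86 ± 0.04 in KO ventricles at P7 (SD, n = 3 each, log2 change -0.67, standard error 0.132, adjusted p = 0.0017, limma), and its second probe differed by -0.58 (adjusted p = 0.0018). It was also lower at P1 (log2 change -0.73, adjusted p = 3.03e-04; second probe -0.55, adjusted p = 0.0014). At P14, P30 and P60 it did not pass the test (adjusted p = 0.3671, 0.6765 and 0.5856). In the control ventricle *Il15* rose by 2.40 on the log2 scale between P1 and P60. The P1 difference did not pass in a fit to the P1 arrays alone (adjusted p = 0.0571) and was under 1.5-fold without KO P1 replicate 3.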

*Lyz1* in adult cluster A4 was also differentially expressed at two time points (decreased at P7 and P30) in the Sox6 KO heart (Table 4). This gene encodes an antimicrobial enzyme [101] and is an important component of innate immune system [115], suggesting that Sox6 could be also involved in innate immune system in the developing postnatal heart.

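*Lyz1* went from 10.71 ± 0.05 in control to 10.08 ± 0.07 in KO ventricles at P7 (SD, n = 3 each, log2 change -0.62, standard error 0.146, adjusted p = 0.0082, limma) and from 12.88 ± 0.19 in control to 12.20 ± 0.06 in KO ventricles at P30 (log2 change -0.67, standard error 0.146, adjusted p = 0.0036). At P1, P14 and P60 it did not pass the test (0.03, 0.31 and 0.21; adjusted p = 0.9223, 0.3389 and 0.5360). Genes of macrophages fell with it, *Laptm5*, a lysosomal protein of blood cells (-0.70, adjusted p = 5.43e-04), *Lyz2* (-0.57, adjusted p = 0.0145) and the transglutaminase *F13a1* (-0.56, adjusted p = 0.0017) at P7, and *Lyz2* (-0.92, adjusted p = 1.08e-04), the perforin-like *Mpeg1* (-0.65, adjusted p = 0.0013) and *Fcrls* (-0.58, adjusted p = 0.0025) at P30. At P30, 7 of 12 macrophage genes were lower and none was higher (8 lower when adjusted over the list alone, camera, adjusted p = 1.64e-05, and adjusted p = 0.1351 with an estimated correlation). The P7 difference of *Lyz1* lies near the threshold, with an adjusted p between 0.0232 and 0.0469 when any 1 of the P7 arrays was left out. Its second probe differed by -0.50 at P7 (adjusted p = 0.0583) and by -0.82 at P30 (adjusted p = 0.0010).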

## Discussion

The heart undergoes dramatic changes after birth, including transformations in modalities of tissue growth, contractility, and metabolic properties. Understanding the molecular mechanisms of the functional maturation of the postnatal heart could have important clinical implications, because the failing heart is known to demonstrate the reversal in the expression of contractile protein isoforms and metabolic enzymes from an adult to fetal/neonatal state [12, 13]. Therefore, systematic and statistically robust analysis of longitudinal gene expression of the postnatal heart development at the organ level would contribute to our understanding of the molecular mechanisms of heart failure. To obtain this information, we developed a bioinformatics pipeline integrating SOM clustering and gene co-expression network analysis with bootstrap inference. Using this newly developed method, we successfully identified distinct co-expressed gene clusters in the developing postnatal heart and statistically robust hub genes in developmentally classified clusters. The gene clusters reported here are enriched with functionally relevant genes to each developmental window of the postnatal heart, and many of these genes have not been implicated in heart development before. Furthermore, the DE gene analysis between the Sox6 KO and control hearts uncovered previously unknown Sox6 functions in postnatal heart development, namely suppression of cell proliferation and upregulation of angiogenesis genes in the postnatal heart (Fig 5).

**Fig 5:**
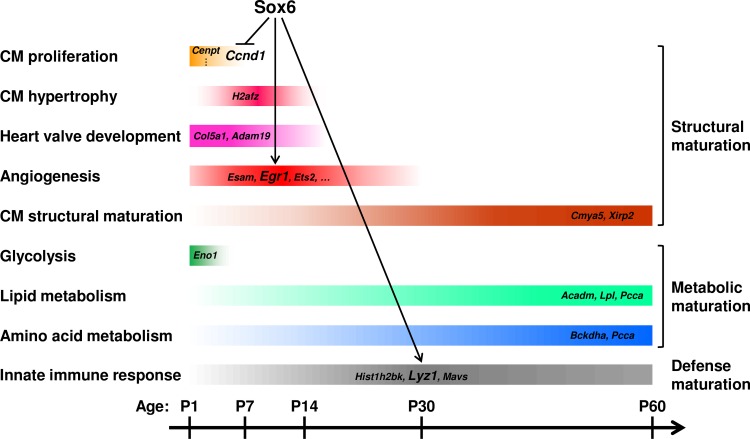
Schematic representation of key events and inferred roles of Sox6 during postnatal heart development in mice. Temporal changes of key events during postnatal heart development in control mice are demonstrated together with associated hub genes. Inferred roles and potential targets of Sox6 are also shown with arrows and larger labels. CM: cardiomyocyte.

18 gene clusters classified through SOM clustering were categorized into 4 groups, neonatal, juvenile, adult, and atypical, based on their temporal expression patterns. The neonatal clusters (N1-N4), which have the highest expression at P1, were enriched with genes involved in cell proliferation. This observation matched well with the fact that cell proliferation is active in the neonatal heart and ceases shortly thereafter. Since restoring the proliferative activity of cardiomyocytes in the adult heart is of great interest in regenerative medicine [116], the cell proliferation-related hub genes identified in the neonatal clusters (*Rbmx*, *Igf2bp2*, *Cenpt*, *Cenpw*, *Mcm*5, and *Dstn*) are candidate targets for restoring proliferative activity of cardiomyocytes in the adult heart. The glycolytic enzyme Eno1 (an N1 cluster hub gene: Table 2) is also reported to have a positive effect on cell proliferation in a hepatocellular carcinoma cell line [117], suggesting that *Eno1* may be another key regulator of cardiomyocyte proliferation. In the Sox6 KO heart, expression of these hub genes of the neonatal clusters was not altered (data not shown). However, GO term analysis of upregulated genes at P7 in the Sox6 KO heart identified significant enrichment of the genes playing roles in cell proliferation and cell cycle progression (Table 3). This result suggested a possible role of Sox6 in cell proliferation. 

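The kinetochore genes *Cenpt* and *Cenpw* were higher in the KO ventricle at P7, *Cenpt* with 7.94 ± 0.06 in control and 8.30 ± 0.01 in KO ventricles (SD, n = 3 each, log2 change 0.35, standard error 0.065, adjusted p = 8.11e-04, limma) and *Cenpw* with 8.58 ± 0.04 in control and 9.08 ± 0.06 in KO ventricles (log2 change 0.50, standard error 0.072, adjusted p = 3.65e-05). *Mcm5* went from 8.88 ± 0.11 in control to 9.43 ± 0.15 in KO ventricles (standard error 0.125, adjusted p = 0.0070). Each of these 3 differences is under 1.5-fold. *Rbmx*, *Eno1*, *Dstn* and *Igf2bp2* did not pass the test at P7, with 0.30, 0.14, -0.33 and 0.02 (adjusted p = 0.1771, 0.5710, 0.0833 and 0.9743). None of the 7 genes passed both thresholds at any age.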

As expected, we observed increased expression of the cell cycle marker gene *Ccnd1* in the Sox6 KO heart (Fig 2), and also detected phosphorylated histone H3-positive cells in the Sox6 KO ventricle at P7 which were not seen in the wild type heart (Fig 3). These observations suggest that, although our immunohistochemical analysis does not distinguish the types of stained cells, Sox6 likely plays an inhibitory role in cell cycle progression. It is well documented that the mode of cardiac growth switches from hyperplasia (increase in cell number) to hypertrophy (increase in cell volume) soon after birth with multinucleation and polyploidization, which contributes to the postnatal growth of the heart [5–7]. Therefore, the prolonged cell proliferation observed in the Sox6 KO ventricular myocardium suggests that Sox6 promotes the switch from the fetal to adult mode of cardiac growth, and therefore, the loss of a functional Sox6 protein results in delaying the cessation of cell cycle progression. 

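*Nppa* went from 11.88 ± 0.13 in control to 13.25 ± 0.66 in KO ventricles at P7 (SD, n = 3 each, log2 change 1.38, standard error 0.315, adjusted p = 0.0068, limma). *Nppb*, the natriuretic peptide of the ventricle, differed by 1.06 at P7 (standard error 0.303, adjusted p = 0.0350), which did not pass the threshold of 0.01; it was higher at P1 (1.74, adjusted p = 2.21e-04, which did not pass in a fit to the P1 arrays alone) and lower at P30 (-1.66, adjusted p = 7.04e-04), an effect that differed between ages (interaction, adjusted p = 1.94e-05). Genes of the atrial sarcomere were higher beside *Nppa* at P7, the light chains *Myl7*, with 7.41 ± 0.10 in control and 9.72 ± 1.37 in KO ventricles (adjusted p = 0.0017), and *Myl4*, with 8.99 ± 0.23 in control and 11.18 ± 0.96 in KO ventricles (adjusted p = 0.0038). For *Nppa*, *Myl7* and *Myl4* the KO arrays spread more widely than the control arrays. Their adjusted p rests on a spread shared by the 10 groups and so does not reflect the wide spread of the P7 KO arrays alone. The values do not show from which tissue of the sample these transcripts come. Of 16 fetal heart genes named apart from the paper's table of KO genes, 3 were higher and none was lower at P7, *Nppa*, *Nppb* and *Myl4* (3 higher when adjusted over the list alone, median log2 change 0.06; camera, adjusted p = 0.1037). At P1, 4 were higher (*Nppb*, *Slc2a1*, *Ankrd1* and *H19*) and 1 was lower (*Nkx2-5*; 7 and 1 when adjusted over the list alone, median 0.26; camera, adjusted p = 0.0164, and adjusted p = 0.1556 with an estimated correlation), and at P30, 2 were higher (*Myl4* and *Actc1*) and 4 lower (*Nppb*, *Acta1*, *H19* and *Igf2*; 4 and 4 when adjusted over the list alone). Of 6 genes of the atrium counted in the same way, 2 were higher at P7, *Myl4* and *Nppa*, and none was lower (2 and 1 when adjusted over the list alone, camera, adjusted p = 0.1189). From the persistence of cell division, the paper proposes that Sox6 promotes the switch from the fetal to the adult mode of heart growth. The difference of *Nppa* did not pass without the detection filter (adjusted p = 0.0176), and when 1 array at a time was left out its adjusted p reached 0.0764.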

In light of this, the upregulation of *Nppa* (ANP) and *Nppb* (BNP) at P7 in the Sox6 KO ventricle (S4 Table), which are considered to be fetal type genes in the heart [12, 118], further provides support for our hypothesis that Sox6 promotes the switch from the fetal to adult state of the heart. Although the current study cannot rule out potential indirect effect of *Sox6* knockout in skeletal muscle and our immunohistochemical data does not distinguish the cell types of mitotic cells and a degree of cytokinesis, future study characterizing the cell types of mitotically active cells, distinct cell cycle phases, cytokinesis as well as their quantification using heart-specific KO mice (e.g. using Tnnt2-Cre mice) would facilitate our understating of more precise role of Sox6 during postnatal heart development.

Another interesting finding of our study is that the juvenile gene clusters were enriched with genes involved in angiogenesis (Table 1), indicating active growth of blood vessels at P7-P14 in the postnatal heart. This observation matched well with a previous report showing that intense capillary growth occurs during juvenile stages [55]. To our knowledge, our current report is the first demonstration of highly active transcription of a large set of angiogenesis-related genes (e.g. *Egr1*) at juvenile stage in the postnatal heart. Because control of the angiogenic process is crucial for regeneration and repair of the adult heart, the newly identified angiogenesis hub genes in this report could be clinically relevant. Given that Sox6 appears to be involved in transcriptional upregulation of crucial angiogenic genes including *Egr1* in the postnatal heart (Fig 4 and Fig 5)[113], further investigation of the role of Sox6 in angiogenesis in the postnatal heart, especially focusing on cellular communication between cardiac myocytes and non-muscle cells (such as endothelial cells), could identify promising targets for rebuilding blood vessels to repair the damaged heart.

In our analysis of DE genes between the Sox6 KO and control hearts, the majority of genes showed differential expression only at a single time point, while some genes demonstrated consistent differential expression at multiple time points (S7 Fig). Of these, at all ages tested, 9 genes were consistently upregulated in Sox6 KO [hemoglobin beta adult major chain (*Hbb-b1*), myocardin (*Myocd*), post-GPI attachment to proteins 2 (*Pgap2*), phosphatidylinositol binding clathrin assembly protein (*Picalm*), proteasome 26S subunit 8 (*Psmd8*), retinitis pigmentosa GTPase regulator interacting protein 1 (*Rpgrip1*), sterile alpha motif domain containing 4 (*Samd4*), ubiquitin-conjugating enzyme E2J 2 (*Ube2j2*), zinc finger with KRAB and SCAN domains 17(*Zkscan17*)], while 2 genes were consistently downregulated in Sox6 KO heart [leucine carboxyl methyltransferase 1 (*Lcmt1*) and nudix-type motif 6 (*Nudt6*)]. Among these, *Myocd* is known to be involved in cardiovascular development [119] as well as maintenance of heart function [120]; therefore, the current result may indicate that *Myocd* also plays an important role in the functional maturation of the postnatal heart. 

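Of the probes called at any age, 728 (75.5%) were called at a single age, 137 (14.2%) at 2 ages, 49 (5.1%) at 3, 19 (2%) at 4 and 31 (3.2%) at all 5. Some genes changed in opposite directions at different ages, such as *Spon2*, a matrix protein that was lower at P30 (-1.47, adjusted p = 8.53e-07, limma) and higher at P60 (1.36, adjusted p = 3.03e-06). A probe just short of a threshold at 1 age counts as not called there, so these shares also depend on the thresholds.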

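*Psmd8*, a subunit of the proteasome cap, was higher by 2.9, 2.74, 2.63, 2.57 and 2.14 on the log2 scale at P1, P7, P14, P30 and P60, and *Picalm*, which assembles clathrin at membranes, by 2.53, 2.51, 1.84, 1.84 and 1.17 (limma, adjusted p at most 9.43e-10 for *Picalm*). Over the same ages, the ciliary protein *Rpgrip1* was higher by 1.53, 1.68, 1.62, 1.3 and 1.49, the ubiquitin-conjugating enzyme *Ube2j2* by 1.29, 0.87, 1.3, 1.12 and 1.22, the zinc finger protein *Zkscan17* by 1.03, 0.63, 0.64, 0.75 and 0.76 and *Samd4*, a translational repressor, by 1.0, 0.64, 1.03, 0.69 and 0.68. *Pgap2*, which remodels lipid anchors of proteins, was higher by 0.63, 0.71, 0.75, 0.98 and 0.71, while its second probe was called at no age and passed the adjusted p at P7 alone, with 0.58. *Nudt6*, a nudix hydrolase, changed by -0.74, -2.25, -0.89, -0.83 and -0.97, and *Lcmt1*, which methylates a protein phosphatase, by -0.81, -0.9, -0.91, -0.89 and -0.88, while no difference passed on the second probe of *Lcmt1* (0 at P1, adjusted p = 0.9796). For *Hbb-b1* the 5 probes disagree, at P1 with 2.26 for the probe of the paper and 3.45, 1.26, 0.60 and -3.44 for the others, of which the last was lower at every age. Over all named genes, 17 were higher at all 5 ages, *Hbb-b1* among them, and 3 were lower, *Hbb-b1* again among them through its last probe. Those beyond the paper's list include *Slc25a17*, a peroxisomal carrier (0.77 to 1.82), the mitochondrial ribosomal protein *Mrps12* (0.75 to 1.24) and the base excision enzyme *Apex1* (0.59 to 0.94). The number higher at all ages was 9 under median scaling, and 8, 9 and 8 without replicate 1, 2 or 3. Of 11 genes that the paper lists, 5 (45.5%) lie on the chromosome that carries Sox6, as do 465 of 6447 tested genes (7.21%; Fisher's exact test, p = 6.13e-04, a test written after the genes were known).

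**Figure D5:**
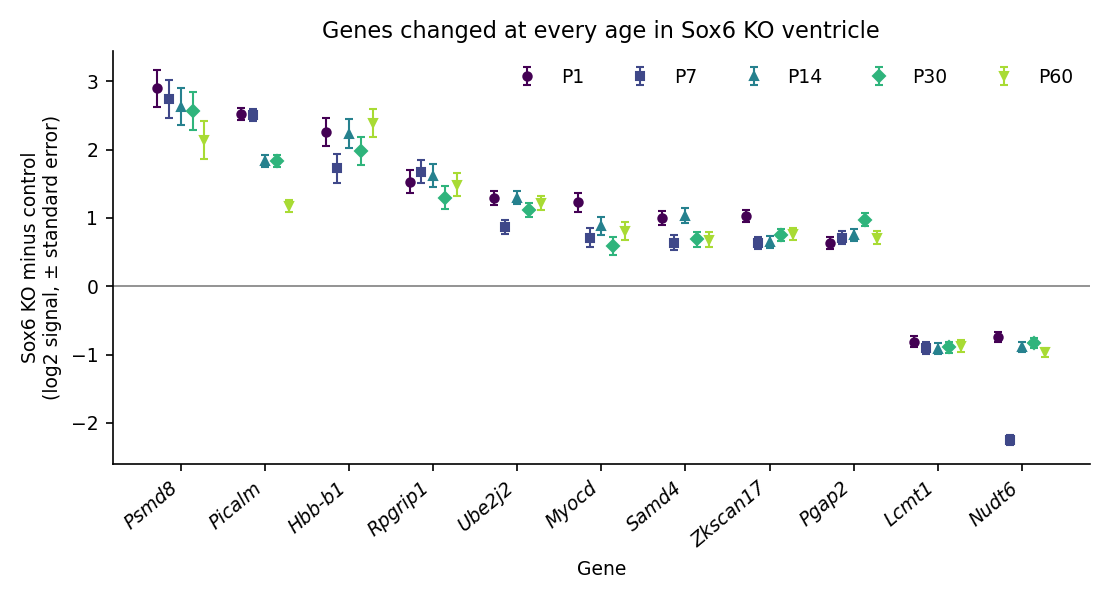
Log2 difference between Sox6 KO and control ventricles (y axis) for the genes the paper lists at all ages (x axis), as the estimate ± standard error from limma (n = 3 per group). Each of the 5 ages has its own marker and colour, and a single probe is plotted per gene. The differences of the plotted probes keep their sign at every age, while another probe of *Hbb-b1* has the opposite sign. Those of *Psmd8* and *Picalm* are the largest of the plotted genes at P7 with 2.74 and 2.51.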

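*Myocd*, the muscle coactivator of serum response factor, was higher by 1.23, 0.71, 0.88, 0.59 and 0.81 on the log2 scale at P1, P7, P14, P30 and P60 (adjusted p = 5.95e-07, 0.0013, 1.45e-04, 0.0065 and 3.25e-04, limma). At P1 it went from 8.72 ± 0.22 in control to 9.95 ± 0.09 in KO ventricles (SD, n = 3 each). Its second probe differed by 0.92, 0.70, 0.67, 0.42 and 0.63 (adjusted p = 1.38e-04, 0.0047, 0.0114, 0.1082 and 0.0119), and so was called at P1 and P7 alone. In the control ventricle *Myocd* kept its level between P1 and P60, with a difference of -0.05 on the log2 scale. The P30 call is the least certain, and its adjusted p lay between 0.0103 and 0.0584 when 1 of the P30 arrays was left out.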

Although the functions of the rest of the genes in heart development are as yet unknown, our result indicates that they are Sox6 target candidates, thus could be involved in the maturation of the postnatal heart as well.

Recently, O’Meara et al. have performed elegant transcriptomic analysis using RNA-seq characterizing a core transcriptional signature of cardiac myocytes isolated from developing postnatal heart [29]. Our microarray study with the whole cardiac ventricle tissue was able to capture the similar changes in gene expression to that of isolated cardiac myocytes, for instance, upregulation of mitochondrion-related genes and downregulation of cell cycle genes during postnatal heart development (Fig 1 and Table 1). In addition, genes showing distinct expression profiles between the whole cardiac ventricle and isolated cardiomyocytes were also found when our tissue-derived data and the isolated cardiomyocyte-derived data [29] were compared (S8 Fig and S5 Table). Our tissue-derived data contain mixed population-derived gene expression data and this type of comparison would be useful for identifying gene expression profiles specifically contributed by cardiomyocytes and the expression profiles contributed by other cell types in the heart. Of note, *Egr1*, a hub gene in cluster J4, showed clearly different expression patterns between cardiac ventricle tissues and isolated cardiomyocytes (S8 Fig). Since *Egr1* is known to be involved in cardiac hypertrophy [111] and cardioprotection [112] in addition to angiogenesis in the heart [121], the difference in expression patterns may reflect distinct roles in different cell types (e.g. angiogenesis in endothelial cells and hypertrophy/cardioprotection in cardiomyocytes) in the heart. Thus, integrating organ-level and cellular-level data would provide all-inclusive analysis of postnatal heart development.

## Conclusions

We have identified postnatal stage-specific and functionally co-expressed gene clusters that are potential key genes for postnatal heart development. Our newly developed bioinformatics approach is broadly applicable for analyzing time series transcriptome data to discover biologically meaningful results. We have also identified that Sox6 plays an important role in suppressing cell proliferation and modulating fetal gene expression during postnatal heart development. Together, our results provide a framework for organizing the developmental processes of the postnatal heart.

## Supporting Information

S1 Fig Validation of microarray data quality. (A) A box plot showing normalized microarray data from triplicate samples at each developmental stage. (B) A multidimensional scaling (MDS) plot demonstrating similarity between each genotype and each developmental stage. Each axis represents an arbitrary unit and is therefore dimensionless.

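Among the arrays of each group, the median SD of a probe on the log2 scale was 0.098 at P1, 0.076 at P7, 0.076 at P14, 0.082 at P30 and 0.091 at P60 in control ventricles, and 0.094, 0.078, 0.082, 0.093 and 0.1 in KO ventricles. In the processed table every array has the same median signal, 428.1. Before normalization the median signal of the probes ranged from 96.1 to 126.7 over the 30 arrays. In numbers of detected probes, the arrays of 1 group lay closest for control P14 and furthest apart for KO P60.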

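Over the 30 arrays, the first principal component held 59% of the variance and followed age, with control P1 arrays between -41.89 and -38.87 and control P60 arrays between 36 and 39.03. The third component, with 5.8%, set the genotypes apart at each age. Control and KO arrays lay on it between -16.32 and -7.47 against 7.08 to 13.75 at P1, between -9.54 and -7.98 against 6.51 to 6.68 at P7, between -4.85 and -2.73 against 10.97 to 11.66 at P14, between -15.47 and -15.07 against -4.37 to -1.16 at P30, and between -1.39 and 1.8 against 12.64 to 14.47 at P60. The second component held 11.6%, and the genotypes lay apart on it at P1, P7, P14 and P30 but overlapped at P60. On the first component KO arrays lay between -50.44 and -45.2 at P1, also apart from control. At P7 they lay between -29.39 and -27.79 against -23.36 to -21.17 in control, and at P30 between 32.11 and 33.27 against 26.36 to 28.66. At P14 and P60 the genotypes overlapped on the first component. The analysis used the 10820 probes detected on all 30 arrays.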

(TIF)

S2 Fig Clustering gene expression patterns during postnatal heart development in control mice using mean intensity values. (A) PCA with SOM clustering of gene expression. The expression profile of each gene is represented, and genes that belong to different clusters are indicated by different colors and separated by PC1 and PC2. (B) Loading plots for PC1 and PC2 showing contributions of each variable (developmental stage) to the primary components. (C) Expression profiles of each SOM cluster. Scaled expression along developmental stages is shown in box plots together with cluster categories and names (Neonatal clusters: N1-N5; Juvenile clusters: J1-J4; Adult clusters, A1-A6; Atypical clusters: AT1-AT3). Of note, the SOM clusters obtained with mean intensity values were comparable but slightly different from those with median intensity values (Fig 1), suggesting that there were some variations/noises in intensity values of three biological replicates and they slightly affected clustering of genes.
(TIF)

S3 Fig Degree ranks of hub genes. Genes were sorted according to the average ranking calculated from TOM-based connectivities after bootstrap inference (the more connectivity, the smaller the rank), and plotted against standard deviation (s.d.) of the ranks. Each dot represents individual gene. Genes ranked in top 50% in each SOM cluster are shown. Red dots: hub genes (ranked in top 5%). Black dots: other genes.
(TIF)

S4 Fig Outline of our transcriptomic analysis. Workflow for analyzing control and Sox6 KO mice is shown. Data and results are shown in red, and processing steps are shown in green.
(TIF)

S5 Fig *Sox6* mRNA levels in control and Sox6 KO mice hearts. Total RNA was extracted from control and Sox6 KO mice ventricles, and *Sox6* mRNA levels were quantified by RT-qPCR. Data are normalized for the reference genes (see the Methods section for details) and represented as mean ± s.d. (*n* = 3).
(TIF)

S6 Fig Enrichment of the Sox6 binding motif in the promoter regions of DE genes in Sox6 KO mice. Significant enrichment of the Sox6 binding motif is shown as adjusted *p*-values (highlighted) obtained by AME.
(TIF)

S7 Fig DE genes between control and Sox6 KO hearts. The number of probes for DE genes was counted at each time point and is shown as bar graphs. DE genes unique to each time point are shown in dark gray, and DE genes at multiple time points are shown in color (i.e. the same color indicates the same set of genes). (A) Upregulated genes in the Sox6 KO heart. (B) Downregulated genes in the Sox6 KO heart.
(TIF)

S8 Fig Comparison of gene expression data of this study and those of O’Meara et al. (2015). Expression profiles of three hub genes from different SOM clusters (*Eno1* from cluster N1, *Egr1* from cluster J4, and *Lyz1* from cluster A4) obtained by this study and O’Meara et al. (2015) are exemplified (graphs are generated using S5 Table). As for the data from O’Meara et al. (2015), both tissue (cardiac ventricle)-derived data (vP0, vP4, vP7, and vAd data in S5 Table) and isolated cardiomyocyte (CM)-derived data (iP0, iP4, iP7, and iAd data in S5 Table) are shown. *Eno1* showed similar expression patterns between iCM and cardiac ventricle, suggesting that *Eno*1 expression is similar between CM and other types of cells in cardiac ventricle. In contrast, *Egr1* and *Lyz1* showed distinct expression patterns between iCM and cardiac ventricle, suggesting that expression of *Egr*1 and *Lyz*1 is different between CM and other types of cells in cardiac ventricle.
(TIF)

S1 Table PrimeTime qPCR Assays and TaqMan Gene Expression Assays used in the experiments.

S2 Table Full lists of genes, SOM clusters, and GO terms.

S3 Table Full lists of degree ranks of hub genes. Genes were sorted according to the average ranking calculated from TOM-based connectivities after bootstrap inference (the more connectivity, the smaller the rank). Red: hub genes (ranked in top 5%, cf. S3 Fig).
(XLSX)

S4 Table A full list of DE genes between control and Sox6 KO mice hearts.

S5 Table Merged expression data of this study and O’Meara et al.’s study. Data from this study and O’Meara et al. (2015) (“1A_FPKM” sheet of Online Table I) are merged using gene symbol, and mean intensity values/FPKM values and standard deviations are shown.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

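RNA of the cardiac ventricle was measured on 1-colour Illumina mouse whole-genome bead arrays in control mice (MCK-Cre) and in Sox6 KO mice (Sox6 loxp/loxp; MCK-Cre) at P1, P7, P14, P30 and P60, with 3 biological replicates per group and 30 arrays in all. The signal intensities were exported from the scanner files by the authors with IlluminaExpressionFileCreator, and were deposited on the linear scale without normalization between arrays, as the values of the file and the methods show. The version of that program and its background setting are not given in the sources used here. The file has 46255 rows, of which 974 are control rows, and its detection p-values are empty in every row. Negative controls were therefore read from the range of IDs (936 rows), and the other 38 control rows were left out. A second table of 6784 probes holds intensities that the authors had filtered and quantile normalized with limma, as their methods state. Quantile normalization of the deposited intensities of the same probes gave its values to within 4.8e-10 on the log2 scale.

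A probe was kept when its intensity was above the mean plus 2 SD of the negative controls on all 3 arrays of at least 1 of the 10 groups, which left 17997 probes. Their intensities were log2 transformed and quantile normalized over the 30 arrays, with no background correction. Each probe was fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes), with 1 mean per group, 20 residual degrees of freedom and 6.72 prior degrees of freedom. Every adjusted p for a probe is from limma's moderated test, two-sided and adjusted by Benjamini and Hochberg over the probes tested in that comparison. Control ages were compared between neighbouring ages, from P1 to P14 and from P1 to P60, and the genotypes within each age. Limma's F test was used for any change over the control ages and for KO effects that differ between ages. A probe was called at an adjusted p under 0.01 and at least 1.5-fold. The number of arrays limits the precision.

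The 29 gene lists were written before the data were examined, though after the paper and its supplementary tables had been read. A list takes 1 probe per gene, that with the highest mean, and was tested in 10 comparisons where at least 5 of its genes were measured. This gave 230 tests with limma's camera at a preset correlation of 0.01, repeated with an estimated correlation and adjusted over all of them. Members count as higher or lower at an adjusted p under 0.05. Genes named only through S4 Table were left out of the list counts, except for mitosis at the claims about cell division, since that table holds genes the study selected on these arrays. The lists that are described in the text, and the smallest list size, were chosen after the list results were seen.

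Gene names come from the annotation of the processed table and from S2 and S4 Tables. They cover 6618 tested probes, 209 of them through S4 Table alone. No probe carries the name Sox6 or Xist, so the deletion and the sex of the animals, male according to the paper, could not be tested on the arrays. Genes to be named were chosen by a rule written before the data were examined, when the values of S2 to S5 Tables had been seen. It takes the genes the paper names, by the probe its tables give, the 10 named probes with the largest change each way in each comparison of genotypes among those called whose arrays do not overlap, the 5 each way between neighbouring ages, up to 4 members of a described list, the genes of any list count of 5 or fewer, and the sex-linked lists. The values of some items that the rule would name are not reported here. Where S2 and S4 Tables give different probes for a gene, as for *Hbb-b1*, *Myocd* and *Pgap2*, claims about the KO use that of S4 Table, an order set after the values were seen.

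The principal components of the control ages were computed from the quantile normalized signal of probes detected on all 15 control arrays. A single probe was used per named gene, replicates were summarised by their median, and the 30% of probes with the highest coefficient of variation were scaled over ages. Clusters are those of S2 Table, of which 1999 gene rows were used. Networks were coded from the formulas of the paper's method, since the WGCNA package was not used here: unsigned adjacency, the lowest power up to 20 that reached a scale-free fit of 0.8 and otherwise a power of 6, topological overlap, and mean ranks over 100 bootstraps of the arrays within age. The power of 6, which 14 of the 15 clusters took, and the bootstrap within age are not stated in the paper, which left out clusters that did not meet the scale-free criterion.

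The fit was tested on simulated data at the size of the P7 comparison. Of probes changed by 1.5-fold, 80.6% passed the adjusted p and 43.3% were called, and of those changed by 2-fold, 100% were called, while none of 17797 unchanged probes was. Camera at the preset correlation called 100 of 100 lists of 25 genes shifted by 0.5 on the log2 scale and 2 of 100 unchanged lists. The simulated probes varied independently of each other, so this does not test the preset on lists whose genes vary together. In a single simulated network without bootstraps, 5 of 5 planted hubs ranked in the top 5%. The planted hubs had much less noise than the other genes, so this does not test the mean ranks over bootstraps within age. Alternatives set before the data were examined covered the detection filter, background correction, median scaling, the processed table and its probes, the thresholds, the arrays in the fit, a replicate block, each array left out in turn, and for the components and networks the summary, scale, variation filter and adjacency. A block for the slide was planned and not run, since the files give no slide. Scaling each age to unit variance was added after the shares and loadings had been seen. RT-qPCR, histology, motif searches and published data sets of other studies were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.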

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

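Of the tests given here, that of the chromosome of the 11 genes the paper lists was chosen only after the result was seen, and the share of members that brings a list into this account (40%), the choice of the fatty acid list for closer study, and the pairs of ages at which lists were compared were set after the list counts were known.

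Several genes of muscle identity and metabolism were higher in the KO ventricle at one age and lower at another. The KO effect differed between ages for 1122 probes in limma's F test, where the highest of the other splits among 100 random ones of the arrays gave 949 and 1 split, the real one, gave as many. Such splits also turn a KO effect that is equal at all ages into differences between ages. They therefore do not stand for equal effects, and chance is not excluded on this count. The count was 141 without replicate 2, 173 without replicate 3 and 607 with a replicate block, none of which was held against splits of its own. *Nppb*, the natriuretic peptide of the stressed ventricle, was higher at P1 (log2 change 1.74) and lower at P30 (-1.66). The essential myosin light chain *Myl1* was higher at P1 and lower at P60 on both its probes, by 0.97 and -1.79 on the first and 1.15 and -1.37 on the second. The growth-restraining RNA *H19* (0.64 at P1, -1.35 at P30), the histone gene *Hist1h2ae* (0.8, -0.76) and the cell cycle inhibitor *Cdkn1a* (0.64, -0.71) were higher at P1 and lower at P30. *Prc1*, which bundles the microtubules of the dividing cell, was higher at P7 (1.09) and lower at P30 (-0.68). The transferrin receptor *Tfrc* was lower at P1 (-1.11) and higher at P7 (0.93), and *Dgat2*, which makes triglycerides, was lower at P1 (-1.26) and higher at P30 (1.47). *Txnip*, a brake on glucose uptake, was lower at P14 (-1.35 on this probe) and higher at P30 (1.17), and the matrix protein *Spon2* was lower at P30 (-1.47) and higher at P60 (1.36). Of the clock-controlled transcription factors, *Dbp* was lower at P1 (-0.71) and higher at P30 (1.11), and *Tef* was higher at P30 (0.83) and lower at P60 (-0.68). The clock gene *Per2* was higher at P1 (0.9) and lower at P60 (-0.98). None of these differences at P1 passed both thresholds in a fit to the P1 arrays alone, and *Txnip* at both ages, *Tfrc* at P7, *Prc1* at P30 and *Tef* and *Per2* at P60 did not pass in some other settings or without some arrays.

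The KO effect on some groups of genes also differed between ages, by a camera test of the difference between the ages of their highest and lowest median, which were picked after the medians were seen. The adjusted p given here is therefore that over all 230 tests of 23 lists at 10 pairs of ages, and it bears on the difference between ages and not on whether a group was higher at 1 of them. Fatty acid genes had a median of -0.78 at P1 and 0.18 at P30 (adjusted p = 5.95e-16, and adjusted p = 0.0473 with an estimated correlation). Matrix genes went from 0.22 at P14 to -0.46 at P30 (adjusted p = 5.65e-17, and 0.0270 with an estimated correlation). Genes of the actin cytoskeleton had -0.22 at P30 and 0.12 at P60 (adjusted p = 6.11e-07, and 0.0473 with an estimated correlation). Macrophage genes had -0.51 at P7 and 0.31 at P14 (adjusted p = 1.11e-18, and 0.0228 with an estimated correlation). At the age with the higher median, only 2 of 25 fatty acid genes, 3 of 21 matrix genes, 2 of 27 actin genes and 1 of 12 macrophage genes were higher, and none was lower (5, 8, 3 and 11 higher and 1 macrophage gene lower when adjusted over the list alone).

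In some lists at least 40% of the genes passed in the same direction in the KO ventricle, of which the paper's table of GO terms names antigen processing at P7 and the extracellular matrix and basement membrane at P30, without their genes. At P1, 7 of 11 glucocorticoid-responsive genes and 3 of 6 atrial genes were higher (8 and 5 when adjusted over the list alone), with 1 lower in each. At P7, 5 of 9 genes of antigen processing and 7 of 12 macrophage genes were lower (6 and 11 when adjusted over the list alone). At P30, 12 of 21 matrix genes, 6 of 14 basement membrane genes and 7 of 12 macrophage genes were lower, with 1 basement membrane gene higher, and 4 of 9 clock genes were higher and 1 lower (15 matrix, 7 basement membrane and 8 macrophage genes lower and 5 clock genes higher when adjusted over the list alone). By camera with an estimated correlation, the adjusted p was 0.0494 for the matrix list, 0.1390 for the basement membrane list, 0.1136 for the clock list, 0.1120 for the glucocorticoid list, 0.2993 for the atrial list, 0.1067 for antigen processing, and 0.0713 at P7 and 0.1351 at P30 for macrophages, so that only the matrix call among these holds. At all 5 ages, 10 probes without a gene name were called in the same direction.

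At P1, where the paper's table of GO terms names the mitochondrion, 18 of 25 genes of fatty acid use were lower and none was higher (21 lower and 1 higher when adjusted over the list alone, camera, adjusted p = 4.09e-14, and adjusted p = 0.0385 with an estimated correlation). Leaving out control P1 replicate 1 gave 18 genes lower again, which argues against that array as the source, and a fit to the P1 arrays alone gave 12. A heart behind in development would carry less of what rises later, but the slope of the KO effect at P1 on the control change from P7 to P60 was -0.046 over 6937 probes (-0.059 to -0.035 without 1 array), a range that crosses the bound set beforehand and so cannot decide. Of 4 genes of adipocytes, 3 were lower as well and none was higher (4 lower when adjusted over the list alone, median -0.754), so that less fat tissue in the KO samples, which was not tested, is not excluded. An effect of Sox6 on fatty acid genes and a delay of the P1 KO heart cannot be told apart by this test.

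Of the mitosis genes, 16 were higher in the KO ventricle at P7, against 0 in the other splits of these arrays, and 10 splits are too few to weigh chance (1 gave as many, the real one). Of the 18 measured, 16 are named only through S4 Table. This count and the mitosis median therefore describe genes the study selected on these arrays. Blood cells in the KO samples would raise erythroid genes as well, whose median was 0.273 (0.089 to 0.4 without 1 array, and 0.034 without the genes named only in S4 Table) against 0.808 for mitosis. The bound set beforehand, less than 50% of the mitosis median, was too loose to decide, since 6 of the 10 genes lay above 0 and 4 below, with an SD of 0.544 between them, and blood cells cannot be told apart from a change in the heart muscle. The slope of the KO effect at P7 on the control change from P1 to P14 was -0.129 over 5148 probes. Without 1 array it lay between -0.134 and -0.123. It met the bound set beforehand for KO hearts at an earlier stage of development than controls of their age. Members of the mitosis and DNA replication lists were left out of it. Of the 17997 tested probes 11379 have no name, so further genes of cell division can remain and lower the slope. It therefore cannot separate a general delay from the change in cell division. Whether Sox6 acts on cell division itself or through such a delay also stays open.

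Over the 31 probes called at all 5 ages, with or without a gene name, the median size of the difference lay between 1.096 and 1.248 on the log2 scale at each age. Single genes such as *Nudt6* and *Picalm* changed in size. The share of the named genes among them on the chromosome that carries Sox6 was 5.11 times that of tested genes (7 of 19 named genes, 36.8% against 7.21%), which cannot decide since 67.7% of these probes have a name. Among the 11 genes the paper lists the ratio was 6.3, consistent with strain variants linked to the targeted locus as a source of part of these differences. Loss of Sox6 as Cre acts would let them grow, but the ratio of their size at P60 to that at P1, 0.96 (0.72 to 1.18), cannot decide since each had to pass at P1. Among named genes with a known chromosome, the share on that of Sox6 was 7.3% for those called at 1 age and 8% at 2. It was 18.2% at 3 ages and 44.4% (4 of 9) at 4, beside the 36.8% at all 5. Linked variants and loss of Sox6 cannot be told apart for these genes.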

How the results depend on the processing

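Scaling each age to unit variance was chosen only after the shares and loadings were seen, and the other alternatives were set before the data were examined. No single-gene value that passed its threshold in the main fit or in the alternative reversed its direction. Changes of direction among values that passed in neither were not counted. Of 9328 single-gene values in other settings, 9035 kept their side of the thresholds, 151 lost the call and 142 gained it. Of 6408 with 1 array or replicate left out, 6145 kept it, 243 lost it and 20 gained it. Of the list counts, 743 stayed within 1.5-fold in other settings and 25 did not, and 536 and 40 with 1 array left out. Signal near background limits all of this, since only 10820 of 17997 tested probes were detected on every array.

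With probes detected on all 30 arrays, 86 probes were higher in the KO ventricle at P7, and 0 mitosis genes, since the 16 called are not among those probes. With background correction the KO ventricle had 575 probes higher and 505 lower at P1, 239 and 140 at P7, 76 lower at P14, 238 and 256 at P30, and 179 and 163 at P60. Neighbouring control ages then differed in 1989, 1398, 2897 and 1547 probes in order of age, and 746 probes had a KO effect that differed between ages. Median scaling gave 94 probes higher at P30, 58 at P60 and 12 genes changed at all ages. The processed table gave 160 higher and 145 lower at P1, 52 and 42 at P7, 40 and 29 at P14, 75 and 71 at P30, and 44 and 30 at P60, then 533, 351, 741 and 330 between ages, 4966 over age, 629 with a KO effect that differed, 12 genes at all ages and 0 mitosis genes. The probes of that table, refitted from the intensities, gave 158 and 141, 53 and 41, 41 and 29, 75 and 66, and 43 and 29 in the same order, then 519, 344, 718 and 321, 4963, 626, 11 and 0. Both hold fewer probes, and the 16 mitosis genes are not among them. An adjusted p under 0.05 with no fold minimum gave 1588 higher and 1424 lower at P1, 543 and 428 at P7, 264 and 203 at P14, 569 and 664 at P30, and 384 and 430 at P60, then 4428, 3499, 5820 and 3800 between ages, 2481 with a KO effect that differed and 38 genes at all ages. A fit to the arrays of the comparison alone gave 54 higher and 18 lower at P1 and 46 lower at P60. For the other changes the cause was not tested.

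PC1 and PC2 held 62.5% and 19.6% of the variance with the top 50% of variation, 50.1% and 22.7% with no filter on it, 59.5% and 25.1% with each age scaled to unit variance, and 60.5% and 24.9% with that scaling on the processed table. The split of called probes into higher and lower depends on the scaling, as median scaling gave 80 and 72 at P14, 94 and 152 at P30, 58 and 82 at P60, 221 and 484 from P7 to P14, 157 and 364 from P30 to P60, and 995 and 1442 from P1 to P14. More probes were then lower than higher at P30 and P60, the reverse of the 149 and 119 and the 106 and 82 reported, and background correction at P30 and the looser threshold at both ages reversed the split as well. Between control ages, median scaling also reversed it from P1 to P7, P14 and P60 and from P14 to P30. From P14 to P30 so did background correction, the processed table and its probes, and from P7 to P14 those probes and detection on all arrays. Under median scaling the median of the log2 changes of all probes from P1 to P60 was 0.151, against -0.006 in the main fit.

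With 1 array left out at a time, the KO ventricle had 210 to 411 probes higher and 152 to 372 lower at P1, 131 to 151 and 52 to 81 at P7, 76 to 93 and 40 to 58 at P14, 114 to 143 and 96 to 120 at P30, and 86 to 109 and 69 to 88 at P60. The P1 count of lower probes was 372 without control P1 replicate 1 and 152 without KO P1 replicate 3, and that at P7 was 52 without control P7 replicate 2. Neighbouring ages gave 797 to 1167, 530 to 608, 1122 to 1258 and 507 to 610 probes. Without a replicate number, 6839 (without replicate 3) to 8438 probes changed over age, 141 (without replicate 2), 173 (without replicate 3) and 1113 had a KO effect that differed, and 10 (without replicate 1) to 12 (without replicate 2) genes were called at all ages, against 20 with every array, a count by direction in which *Hbb-b1* stands on both sides, so that these are 19 genes. The mitosis count stayed at 16, PC1 lay between 66.6% and 70.6%, and PC2 between 16.2% and 18.7%.

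A replicate block, with KO and control arrays of 1 number as a pair, gave 607 probes with a KO effect that differed between ages. Over 15 such pairs the residuals correlated between -0.231 and 0.106 (median -0.022), 1 of them over 0.1, and 3 of 15 control arrays correlated best with the KO array of their own number. The block was therefore kept as an alternative. The slide block was not run, since the files give no slide.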

Differences from the paper's values

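Both scalings of the ages to unit variance were chosen only after the values were seen, and the other alternatives were set before the data were examined. The counts stand at the thresholds the paper states. At P1 the paper reports 30 probes higher in the KO ventricle, and 304 were higher here, a difference that stayed in all 15 alternatives. The paper's 16 lower probes at P1 stand against 234, and only a fit to the arrays of the comparison alone came within 1.5-fold. Of the paper's probes, 46 of 46 were called here at P1, 173 of 240 at P7, 91 of 118 at P14, 165 of 185 at P30 and 87 of 98 at P60, and all moved in the same direction. At P30 the paper reports 76 lower against 119 here, and 9 of 15 alternatives came within (no detection filter, detection on all 30 arrays, the processed table, its probes, the arrays of the comparison alone, and without control replicate 2 or 3 or KO replicate 2 or 3). Background correction, median scaling, the looser threshold, the replicate block and the other arrays left out did not. At P60 the paper's 59 higher stand against 106, within for detection on all arrays, median scaling, the processed table, its probes, the comparison alone and without control replicate 2, and its 39 lower against 82, within for the same settings apart from median scaling and the array left out.

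The paper's principal components rest on 2035 genes and those here on 3484. The genes of S2 Table and the processed table bring this within, as does unit variance on the processed table, which was chosen after seeing the values, and the other alternatives do not. The paper's genes higher at all 5 ages number 9, and 17 were found here, within 1.5-fold with no detection filter, median scaling, the processed table, its probes and without replicate 1, 2 or 3, and not with detection on all arrays, background correction, the looser threshold or the replicate block.

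In Fig 1B, read by eye, the loadings on PC1 are about 0.44, about 0.5, about 0.13, about -0.5 and about -0.52 from P1 to P60, and here they were 0.59, 0.38, 0.02, -0.4 and -0.59. On PC2 the same figure has about -0.5, about 0.16, about 0.84, about -0.08 and about 0.02, and here they were -0.62, 0.43, 0.59, -0.26 and -0.14. Of the alternatives set before the data were examined, only that without a filter on variation came within, and for PC2 at P60 alone. Scaling each age to unit variance on the processed table, chosen after the values were seen, brought all 10 within, and the same scaling on the main values all but PC2 at P30.

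Of 172 log2 changes of S4 Table, 17 differ by more than the replicate SD, all in the same direction. The paper's values at P1, each followed by that found here, are 1.95 and 2.26 for *Hbb-b1*, 0.83 and 0.63 for *Pgap2*, 2.81 and 2.53 for *Picalm*, 1.21 and 1 for *Samd4*, -0.97 and -0.81 for *Lcmt1*, -0.79 and -0.74 for *Nudt6*, and 1.78 and 1.51 for *Slc25a17*. At P7 the paper has 2.71 for *Picalm* against 2.51, -1.05 for *Lcmt1* against -0.9, -2.54 for *Nudt6* against -2.25, 2.02 for *Slc25a17* against 1.82, -1.96 for *Arrdc3* against -1.77, and 1.08 for *Rrm1* against 0.96. At P60 it has 0.96 for *Picalm* against 1.17, 1.37 for *Rpgrip1* against 1.49, -0.72 for *Lcmt1* against -0.88, and 1.5 for *Cyfip2* against 1.69. The comparison alone came within for all 17 and median scaling for all but *Nudt6* at P1. Some arrays left out also did for *Hbb-b1*, *Lcmt1* at P7 and P60, *Slc25a17* at P1, *Arrdc3* and *Cyfip2*, and the remaining settings did not.

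The paper states that *Nppb* was higher at P7, where its adjusted p was 0.0350 here and did not pass, and that 7 hub genes of the neonatal clusters that it names were not altered in the KO ventricle, none of which was called here either, though *Cenpt* (0.35, adjusted p = 8.11e-04), *Cenpw* (0.50, adjusted p = 3.65e-05) and *Mcm5* (0.54, adjusted p = 0.0070) passed the adjusted p at P7 under 1.5-fold. For *Nppb* the adjusted p was lowest in a fit to the P7 arrays alone (0.0111), and among the alternatives only the looser threshold calls it. Beside the hub genes of Table 4, all of which were called here, *Ckmt2* (-1.12, adjusted p = 1.84e-08), *Msmo1* (-0.87, adjusted p = 1.46e-06), *Nrep* (-0.59, adjusted p = 0.0080) and *Txlnb* (-0.64, adjusted p = 4.90e-05) were called at P1, *Hist1h2ae* at P1 and P30, and *Prodh* at P60 (-0.67, adjusted p = 6.39e-05). None of these 7 differences passed in a fit to the arrays of its age alone.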

Other observations

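None of the tests given here was chosen after its result was seen, though the genes are members of lists described after the list results were known. At P1 some genes of fat metabolism were lower in the KO ventricle. The carnitine carrier *Slc25a20* was lower (-1.16, adjusted p = 7.90e-07, limma), as were the brown fat protein *Cidea* (-1.38, adjusted p = 2.23e-07) and *Angptl4*, which inhibits lipoprotein lipase (-2.53, adjusted p = 5.74e-04, and none of the 3 passed the threshold of 0.01 in a fit to the P1 arrays alone). At the same age, some genes that glucocorticoids induce were higher, among them the kinase *Sgk1* (1.10, adjusted p = 9.29e-05), the clock gene *Per1* (1.27, adjusted p = 0.0012) and *Ddit4*, which restrains growth signalling (1.20, adjusted p = 0.0056), while *Pdk4*, which spares glucose, was lower (-1.24, adjusted p = 0.0170, which did not pass at 0.05 in a fit to the P1 arrays alone).

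At P30 some matrix genes were lower in the KO ventricle, such as elastin (*Eln*, -0.99, adjusted p = 0.0014), *Mfap4* of elastic fibres (-0.91, adjusted p = 2.65e-05), the proteoglycan *Bgn* (-0.70, adjusted p = 1.10e-04) and the collagens *Col4a5* (-0.70, adjusted p = 8.33e-07) and *Col4a1* (-0.59, adjusted p = 0.0025) of the basement membrane, where *Lamb2* was higher (0.54, adjusted p = 0.0065, which did not pass at 0.05 without control P30 replicate 3 or KO P30 replicate 2). At P60, *Fbn1* of microfibrils (0.71, adjusted p = 8.39e-06) and the crosslinking enzyme *Loxl1* (0.68, adjusted p = 6.90e-06) were higher. Some genes of the circadian clock differed at P30 as well, with *Per1* (1.17, adjusted p = 0.0044) and *Per2* (0.68, adjusted p = 0.0406) higher, neither of which passed at 0.05 without control P30 replicate 2, and the repressor *Nfil3* lower (-0.81, adjusted p = 0.0025). At P7 some genes of antigen presentation were lower, *H2-D1* (-1.07, adjusted p = 0.0038) and *B2m* (-0.93, adjusted p = 0.0078), neither of which passed at 0.05 without control P7 replicate 2, and the immunoproteasome subunit *Psmb8* (-0.87, adjusted p = 8.77e-04). At P60 the glutathione transferase *Gstk1* was higher on 1 probe (2.90, adjusted p = 1.15e-04), while its second probe differed by -0.01.

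Other splits of the 6 arrays of a comparison into 3 and 3 number 10 with the real one, too few to weigh chance, and in each comparison 1 split, the real one, gave as many calls. The real and the highest other counts were 538 and 147 at P1, 241 and 0 at P7, 145 and 0 at P14, 268 and 0 at P30, and 188 and 2 at P60 between genotypes. Between neighbouring control ages they were 914 and 3, 590 and 0, 1190 and 0, and 547 and 0. For change over age, the highest of the other splits among 100 random regroupings of the control arrays gave 3651 against 10317, and for genes at all 5 ages, counted by direction, 0 against 20, so chance can be excluded for both.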
